# NHR‐49/HNF4 integrates regulation of fatty acid metabolism with a protective transcriptional response to oxidative stress and fasting

**DOI:** 10.1111/acel.12743

**Published:** 2018-03-05

**Authors:** Grace Y. S. Goh, Johnathan J. Winter, Forum Bhanshali, Kelsie R. S. Doering, Regina Lai, Kayoung Lee, Elizabeth A. Veal, Stefan Taubert

**Keywords:** fasting, FMO, HNF4, oxidative stress, PPAR, ROS

## Abstract

Endogenous and exogenous stresses elicit transcriptional responses that limit damage and promote cell/organismal survival. Like its mammalian counterparts, hepatocyte nuclear factor 4 (HNF4) and peroxisome proliferator‐activated receptor α (PPARα), *Caenorhabditis elegans* NHR‐49 is a well‐established regulator of lipid metabolism. Here, we reveal that NHR‐49 is essential to activate a transcriptional response common to organic peroxide and fasting, which includes the pro‐longevity gene *fmo‐2/flavin‐containing monooxygenase*. These NHR‐49‐dependent, stress‐responsive genes are also upregulated in long‐lived *glp‐1/notch receptor* mutants, with two of them making critical contributions to the oxidative stress resistance of wild‐type and long‐lived *glp‐1* mutants worms. Similar to its role in lipid metabolism, NHR‐49 requires the mediator subunit *mdt‐15* to promote stress‐induced gene expression. However, NHR‐49 acts independently from the transcription factor *hlh‐30/TFEB* that also promotes *fmo‐2* expression. We show that activation of the p38 MAPK, PMK‐1, which is important for adaptation to a variety of stresses, is also important for peroxide‐induced expression of a subset of NHR‐49‐dependent genes that includes *fmo‐2*. However, organic peroxide increases NHR‐49 protein levels, by a posttranscriptional mechanism that does not require PMK‐1 activation. Together, these findings establish a new role for the HNF4/PPARα‐related NHR‐49 as a stress‐activated regulator of cytoprotective gene expression.

## 1 INTRODUCTION

The ability to respond to acute stress conditions is vital to prevent or limit organismal damage. For instance, transcriptional responses promote adaptation and survival under stress conditions. Impaired stress responses contribute to human age‐related diseases such as diabetes and neurodegenerative disorders (Hetz, Chevet & Harding, 2013; Lin & Beal, 2006), and likely also contribute to aging (Hekimi, Lapointe & Wen, 2011; Shore & Ruvkun, 2013). However, these adaptive responses also protect pathogens and cancer cells against cytotoxic drugs and the immune system (Leprivier, Rotblat, Khan, Jan & Sorensen, 2015; Rankin & Giaccia, 2016). Accordingly, there is widespread interest in defining the mechanisms involved in coordinating these transcriptional responses.

Transcription factors of the nuclear factor (erythroid‐derived 2)‐like 2 (Nrf2) family are required to activate many cytoprotective genes in animals. In the nematode *Caenorhabditis elegans*, the Nrf2 ortholog SKiNhead (SKN‐1) implements a wide range of homeostatic and stress responses in response to internal and external stimuli (Blackwell, Steinbaugh, Hourihan, Ewald & Isik, 2015). Although the transcription factors DAF‐16, HSF‐1, HLH‐30, and HIF‐1 activate a variety of stress/pathogen‐protective responses, SKN‐1 is especially important to maintain redox balance and defend against oxidative stress caused by xenobiotics that target GSH and cause protein unfolding (Blackwell et al., 2015; Miranda‐Vizuete & Veal, 2016). Nevertheless, distinct responses are initiated in response to different oxidants (Blackwell et al., 2015; Wu, Deonarine, Przybysz, Strange & Choe, 2016). For example, the organic peroxide tert‐butyl‐hydroperoxide (tBOOH) elicits a transcriptional response that is largely *skn‐1*‐independent (Oliveira et al., 2009). Notably, *mdt‐15*, a subunit of the mediator transcriptional coregulator that is required for *skn‐1*‐dependent stress responses, is also required for the *skn‐1‐*independent transcriptional response to tBOOH (Goh et al., 2014; Taubert, Hansen, Van Gilst, Cooper & Yamamoto, 2008). One of the most highly tBOOH‐induced, *mdt‐15*‐dependent, *skn‐1*‐independent genes is the flavin‐containing monooxygenase *fmo‐2*, whose HIF‐1‐dependent induction in response to hypoxia and dietary restriction (DR) is important for the associated increase in lifespan. Indeed, *fmo‐2* is induced in several *C. elegans* longevity paradigms (Bennett et al., 2017; Leiser et al., 2015). Elucidating how *fmo‐2* and other genes induced under these conditions are regulated is important to understand how these responses become defective during aging or in disease (Hekimi et al., 2011; Hetz et al., 2013; Lin & Beal, 2006; Shore & Ruvkun, 2013).

Here, we have used *fmo‐2* as a marker to investigate SKN‐1‐independent stress response mechanisms by determining how this pro‐longevity gene is activated in response to organic peroxide and fasting. We found that the nuclear hormone receptor (NHR)‐49, an HNF4/PPARα ortholog and established regulator of *C. elegans* lipid metabolism and longevity (Pathare, Lin, Bornfeldt, Taubert & Van Gilst, 2012; Ratnappan et al., 2014; Van Gilst, Hadjivassiliou, Jolly & Yamamoto, 2005; Van Gilst, Hadjivassiliou & Yamamoto, 2005), is also activated by and required for oxidative stress resistance. We show that NHR‐49 and MDT‐15 are both required for the increased expression of *fmo‐2* as part of a stress response program activated by organic peroxide, fasting, and in long‐lived, germline‐less *glp‐1* mutants. Together, our data suggest that the function of NHR‐49 is not confined to regulating lipid metabolism, but also involves activation of a stress‐protective transcriptional program.

## 2 RESULTS

### 2.1 *nhr‐49* is required to induce an oxidative stress and fasting response program

To screen for factors cooperating with MDT‐15 in the tBOOH‐induced expression of *fmo‐2*, we generated a transgenic strain expressing a transcriptional *fmo‐2p::gfp* reporter (Figure S1a). This reporter was constitutively expressed in some neurons and weakly active in the intestine of well‐fed animals, but strongly induced in the intestine, hypodermis, and pharynx following exposure to tBOOH (Figure 1a,b). The *fmo‐2p::gfp* reporter was also activated by DTT and H_2_O_2_, but not by arsenite and cadmium (Figure S1b). Thus, consistent with other studies, our transcriptional reporter was strongly activated by tBOOH but not by stimuli that activate SKN‐1‐dependent gene expression (Goh et al., 2014; Oliveira et al., 2009).

**Figure 1:**
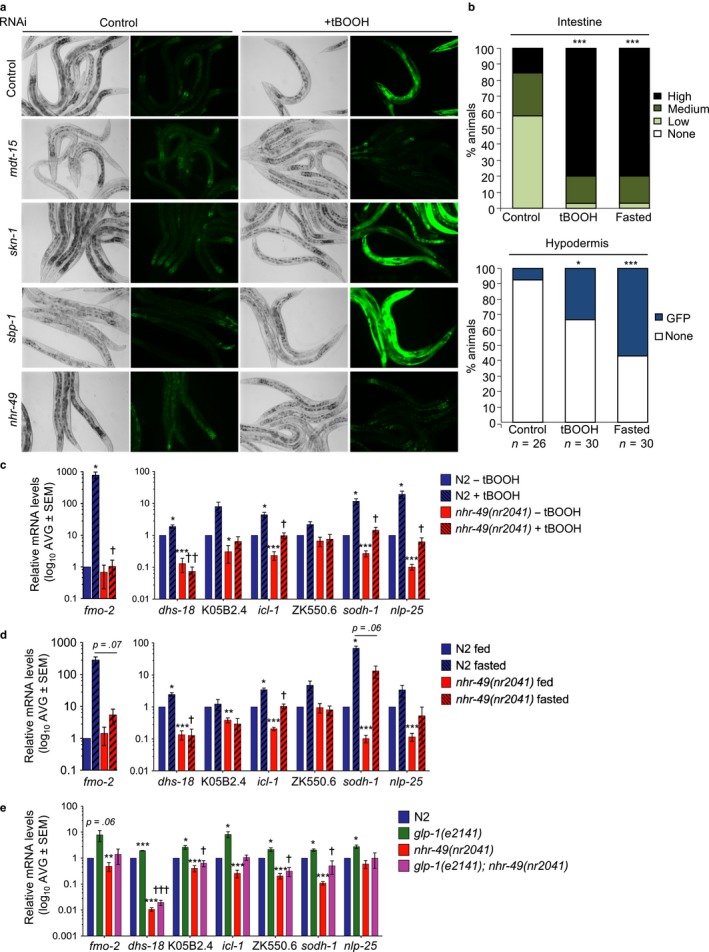
*nhr‐49* is required for a stress response program activated by organic peroxide, fasting, and *glp‐1* mutation. (a) Micrographs show *fmo‐2p::gfp* worms grown on control, *mdt‐15*,* skn‐1*,* sbp‐1*, and *nhr‐49* RNAi after 3 hr on 10 mm tBOOH. See also Tables S1 and S2 and Figure S1. (b) Quantification of GFP levels in *fmo‐2p::gfp* worms in the intestine and hypodermis after 3 hr on 10 mm tBOOH or 12 hr of fasting. (c) Fold changes of mRNA levels (relative to untreated wild‐type N2) in L4 N2 and *nhr‐49*(*nr2041*) worms treated with 7.5 mm tBOOH for 4 hr (*n* = 5). ^*,**,***^ *p *<* *.05, .01, or .001 vs. N2 untreated worms. ^†,††^ *p *<* *.05 or .01 vs. N2‐treated worms (unpaired Student's *t* test corrected for multiple comparisons using the Holm–Sidak method). (d) Same as (c), but with 8 hr of fasting (*n* = 3). (e) Fold changes of mRNA levels (relative to N2 wild‐type) in L4 N2, *glp‐1*(*e2141*), *nhr‐49*(*nr2041*), and *nhr‐49*(*nr2041*)*; glp‐1*(*e2141*) worms. ^*,**,***^ *p *<* *.05, .01, or .001 vs. N2 worms. ^†,†††^ *p *<* *.05 or .001 vs. *glp‐1*(*e2141*) worms

To identify genes required for tBOOH‐induced expression of *fmo‐2p::gfp*, we used RNA interference (RNAi) to deplete 25 candidate transcription factors that bind either MDT‐15 or the *fmo‐2* promoter (Tables S1 and S2). As expected, *mdt‐15* RNAi completely abrogated tBOOH‐induced *fmo‐2* expression, whereas neither *skn‐1/Nrf* nor *sbp‐1/SREBP* were required (Figure 1a; Tables S1). Of the tested candidates, *nhr‐49* was the only RNAi clone that consistently blocked *fmo‐2* induction by tBOOH (Figure 1a; Tables S1 and S2).

*nhr‐49* encodes an NHR that binds MDT‐15 and is required for tBOOH resistance (Goh et al., 2014; Taubert, Van Gilst, Hansen & Yamamoto, 2006). NHR‐49 and MDT‐15 regulate lipid metabolism and are needed to induce several lipid metabolism genes in fasted worms (Taubert et al., 2006; Van Gilst et al., 2005; Van Gilst, Hadjivassiliou & Yamamoto, 2005). As *fmo‐2* is also induced by fasting (Leiser et al., 2015), we tested whether *nhr‐49* is required for *fmo‐2* induction in fasted worms. Real‐time quantitative PCR (qPCR) analysis showed that *fmo‐2* mRNA levels are strongly induced by tBOOH and by fasting, and this induction was blocked in *nhr‐49*(*nr2041*) null mutants (Figure 1c,d).

The discovery that *nhr‐49* was required to induce *fmo‐2* in response to either tBOOH or fasting raised the possibility that these stresses activate a common biological response. Indeed, meta‐analysis revealed a significant overlap between genes upregulated by tBOOH and by fasting (Figure 2a), with qPCR analysis confirming that 20 of these genes are upregulated in response to either stress (Figure 1c,d, data not shown). Notably, the tBOOH‐ and fasting‐induced expression of seven of these genes was impaired in *nhr‐49*(*nr2041*) worms, indicating that NHR‐49 is important for the shared transcriptional response to these stresses (Figure 1c,d). *nhr‐49* is also required for metabolic remodeling and increased lifespan due to loss of *glp‐1/notch receptor* activity in a *glp‐1*(*e2141*) mutant (Ratnappan et al., 2014). Notably, meta‐analysis of transcriptome data revealed significant overlaps between genes induced in *glp‐1*(*bn18*) mutants (Steinbaugh et al., 2015) and induced by either tBOOH or fasting (Figure 2a). Notably, qPCR analysis showed that the expression of *fmo‐2* and other tBOOH‐ and fasting‐induced genes was also increased in long‐lived *glp‐1*(*e2141*) mutants and that this was abrogated by loss of NHR‐49 (Figure 1e).

**Figure 2:**
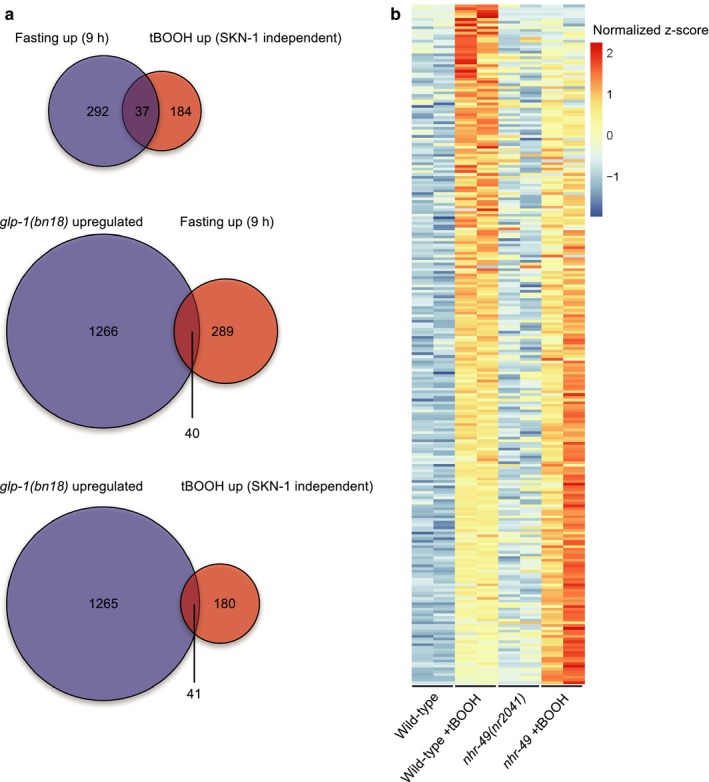
*nhr‐49* is required for tBOOH response. (a) Venn diagrams show the overlaps between genes upregulated by tBOOH in a SKN‐1‐independent manner (Oliveira et al., 2009), upregulated after 9 hr of fasting (Uno et al., 2013), and upregulated in the *glp‐1*(*bn18*) mutant (Steinbaugh et al., 2015). *p *<* *2.2 × 10^−16^, *p *=* *.0001892, and *p *=* *1.598 × 10^−09^, respectively (Fisher's exact test). (b) The heat map shows the z‐score transformed expression values of the 250 genes that are induced more than fourfold and with FDR <0.05 in wild‐type worms by tBOOH. These genes are arranged from highest to lowest difference in z‐score in wild‐type +tBOOH vs. *nhr‐49 *+* *tBOOH. Genes are colored based on their z‐score normalized to the average across all four conditions (untreated wild‐type worms, tBOOH‐treated wild‐type worms, untreated *nhr‐49*(*nr2041*) mutants, and tBOOH‐treated *nhr‐49*(*nr2041*) mutant). Note, for each condition, two biological replicates are shown. See also Tables [Link], [Link], [Link]

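The z-scores were recomputed over the 8 libraries from log2 CPM, the scaled counts of each library, for the 250 genes of Table S4, as an average for each condition. The mean z-score was -0.934 in untreated wild-type worms and 0.758 in tBOOH-treated wild-type worms. In *nhr-49*(*nr2041*) mutants it was -0.576 without tBOOH and 0.751 with tBOOH. The mean z-score of 115 of these genes was higher in tBOOH-treated wild-type than in tBOOH-treated *nhr-49* worms, and that of 135 genes was higher in the mutant. Both wild-type libraries lay above both *nhr-49* libraries for 51 genes, and both *nhr-49* libraries lay above both wild-type libraries for 71 genes. Chance alone gives such a separation to 16.7% of genes in each direction when 2 libraries are compared with 2, for genes not chosen on these libraries as the list was.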

We also used RNA‐seq to compare the transcriptomes of wild‐type and *nhr‐49*(*nr2041*) worms before and following exposure to tBOOH (Figure 2b;Tables S3 and S4). 

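RNA was sequenced from L4 worms of the wild-type strain N2 and of the *nhr-49*(*nr2041*) null mutant, untreated or exposed for 4 hr to 7.5 mM tBOOH, an organic peroxide. Each of the 4 conditions has 2 libraries, which the sample labels number 1 and 3. Ribosomal RNA was removed before library preparation, reads were 76 bases long, and the authors aligned single-end reads to the ce10 genome with STAR. The authors deposited the reads counted on each gene symbol without normalization, and the same counts as CPM after scaling by the trimmed mean of M-values (TMM). The paper's text does not name the counting program, the gene annotation or whether strand was used. The counts summed to 4758499 and 5468999 in untreated wild-type worms and to 5852727 and 4802744 in tBOOH-treated wild-type worms, for replicates 1 and 3. In *nhr-49* worms they summed to 2157766 and 2634620 without tBOOH and to 4420382 and 4112931 with tBOOH. A floor of 3 counts, which covers counting error only, thus stands for 0.508 CPM in the largest library and 1.55 CPM in the smallest. Reads remained on the *nhr-49* gene (WBGene00003639, chromosome I of WBcel235) in the mutant, at 41 and 97 counts without tBOOH and 140 and 133 with tBOOH. Its level was 28.7 ± 10.5 CPM (SD, n = 2) in untreated mutants and 67.3 ± 1.73 CPM (n = 2) in untreated wild-type worms. With tBOOH the levels were 30.2 ± 3.55 and 109 ± 1.44 CPM (SD, n = 2 each). From the counts, TMM factors were computed over the 8 libraries and the 14334 genes with CPM above 1 in at least 2 libraries were kept. These are the genes of the authors' normalized table, and the values differed from theirs by at most 4.5e-06. Conditions were compared with the exact test of edgeR, with one dispersion per gene estimated from all 8 libraries and Benjamini-Hochberg adjustment over the genes kept. The paper names this test but its text does not say how the dispersions were estimated. The common dispersion was 0.131, a biological coefficient of variation of 36.2%. Estimated from the 4 libraries of each genotype, it was 0.0528 in wild-type and 0.215 in *nhr-49*. Replicates differed by more than sampling noise in every condition. Across genes, which are not independent replicates, Pearson's r of log2 CPM between the 2 replicates was 0.971 and 0.967 in untreated and tBOOH-treated wild-type worms. The corresponding values in *nhr-49* worms were 0.893 and 0.924, and 4707 of the 14334 genes kept differed by more than 2-fold between the untreated *nhr-49* libraries. In counts simulated at these depths with 200 genes raised by 3 log2 units, the exact test called 183 of the 200 and 33 of 13626 unchanged genes.

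**Figure D1:**
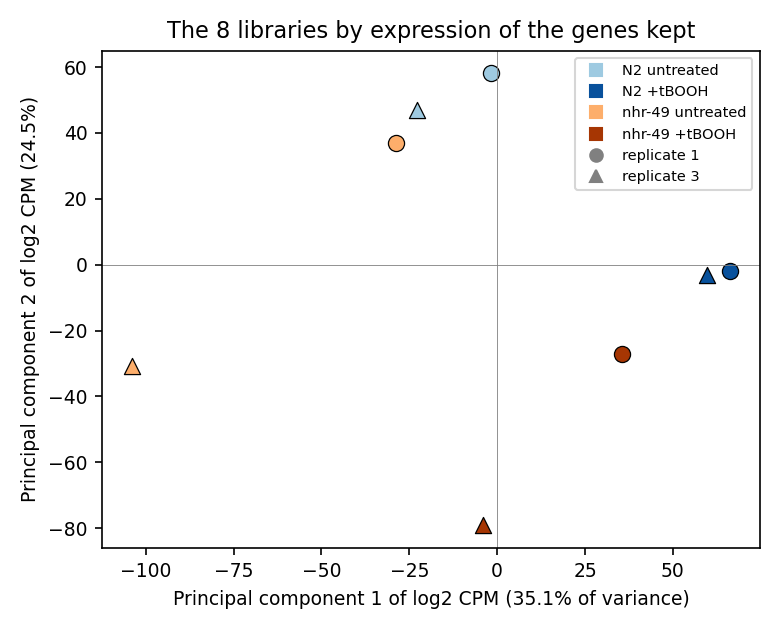
Principal components 1 (35.1% of the variance) and 2 (24.5%) of log2 CPM over the genes kept, 1 point per library, colored by condition, with circles for replicate 1 and triangles for replicate 3. The replicates of untreated *nhr-49* worms lie at -28.7 and -104 on component 1, farther apart than those of the other 3 conditions.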

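Between tBOOH-treated and untreated wild-type worms, 316 genes were higher and 450 lower with an adjusted p-value under 0.05. These counts were 103 and 130 in the quasi-likelihood test of edgeR, and 1136 and 1181 in the exact test with dispersions from the 4 libraries compared. Of the 316 higher genes, 183 had a log2 fold change above 2, that is, more than 4-fold. The quasi-likelihood test of edgeR, the alternative that moved this count most, called 82 genes, all of them among the 183. The median log2 fold change of the 183 genes was 3.03, and 2.63 with the genes at the floor in untreated worms set at their lower bound. Both untreated libraries were at or under 3 counts for 56 of them, and 34 had fewer than 20 counts in a treated library. Among genes with at least 20 counts in each treated library, the 5 largest fitted fold changes were those of *clec-74*, F14F9.3, *cyp-33B1*, *fmo-2*, and *dos-3*. *clec-74* (WBGene00021585, chromosome IV of WBcel235) had 0 counts in both untreated libraries and 119 and 50 with tBOOH, at least 23.4-fold higher (adjusted p = 8.61e-12). The counts of F14F9.3 (WBGene00017466, chromosome V) were 0 and 0 without and 74 and 73 with tBOOH, at least 20.8-fold higher (adjusted p = 2.23e-06). Those of *cyp-33B1* (WBGene00016092, chromosome V) were 2 and 0 without and 392 and 931 with tBOOH, at least 192-fold higher (adjusted p = 1.27e-15). *dos-3* (WBGene00019331, chromosome III), which overlaps *zip-2*, had 0 counts in both untreated libraries and 21 in each treated one, at least 5.95-fold higher. Its adjusted p was 7.43e-05 in the exact test of edgeR, which also gave the adjusted p-values above, and 0.0522 in the quasi-likelihood test. *clec-74* and *cyp-33B1* belong to multigene families, and how the authors' counting treated reads shared between members is not stated.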

We found that tBOOH induced 250 genes more than fourfold in wild‐type. Consistent with our meta‐analysis with published datasets (Figure 2a), there was a significant overlap between these 250 tBOOH‐responsive genes and previously published tBOOH, fasting, and *glp‐1*‐regulated genes (Table S5). 

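*fmo-2* (WBGene00001477, chromosome IV of WBcel235), a flavin-containing monooxygenase gene, had 8 and 3 counts in untreated wild-type worms and 1606 and 727 after tBOOH. Its level rose from 1.21 ± 0.895 to 205 ± 94.8 CPM (SD, n = 2 each), a log2 fold change of 7.42 with an adjusted p of 5.69e-20 in the exact test of edgeR with Benjamini-Hochberg adjustment. The standard error was 0.68 in the fit of DESeq2. No read was counted on *fmo-2* in any of the 4 *nhr-49*(*nr2041*) libraries, so no fold change with tBOOH can be given there. After tBOOH its level in *nhr-49* was at least 309-fold lower than in wild-type (adjusted p = 3.4e-27, same test). *nlp-25* (WBGene00003763, chromosome V), which encodes a neuropeptide-like protein, also had 0 counts in all 4 *nhr-49* libraries. In wild-type worms it had 1 and 0 counts without and 8 and 31 counts with tBOOH, at least 5.71-fold higher (adjusted p = 0.0443, same test). Replicate 3 carries most of this difference, since the fitted log2 fold change was 2.42 in replicate 1 alone and 7.67 in replicate 3 alone. The adjusted p of *nlp-25* was 0.175 under the quasi-likelihood test. Of the 183 genes induced in wild-type, 76 had an adjusted p of 0.05 or more for tBOOH in *nhr-49* worms, and 60 of these also had a log2 fold change smaller by more than 1 there. Without the genes that differed between untreated genotypes, 53 remained, or 29.0% of the 183. As a ratio, the quasi-likelihood test moved this count most, to 19 genes, of which 8 are among the 53. Dispersions from the 4 libraries of each comparison moved it by more genes, to 102, including all 53. The median log2 fold change with tBOOH of the 53 genes was 3.24 in wild-type and 1.16 in *nhr-49*, or 2.45 and 0.83 with genes at the floor at their bound. After *fmo-2*, the largest fitted fold changes among those with at least 20 counts in each treated wild-type library were those of F47B8.4, Y46E12BR.1, *thn-1*, and D1086.2. Untreated wild-type worms had at most 3 counts of each, and tBOOH raised them at least 11.2-, 6.49-, 12.3-, and 10.1-fold, with adjusted p-values from 0.00181 to 0.0167 in the exact test. In the quasi-likelihood test their adjusted p-values in wild-type lay between 0.0562 and 0.111. The fitted log2 fold change differed between replicates 1 and 3 alone for F47B8.4 (7.36 and 3.98) and D1086.2 (2.62 and 5.25). It differed less for Y46E12BR.1 (4.04 and 4.18) and *thn-1* (4.50 and 3.47). In *nhr-49* worms the fitted log2 fold changes of F47B8.4, Y46E12BR.1, *thn-1*, and D1086.2 with tBOOH were 2.60, 1.04, 2.13, and 0.94. After tBOOH none of these genes was called different between genotypes in the exact test, with adjusted p-values from 0.780 to 0.999. In tBOOH-treated worms, 6 of the 53 genes were lower in *nhr-49* than in wild-type with an adjusted p under 0.05 in the exact test. In untreated worms the same comparison had a fitted log2 fold change above 1, that is, higher in *nhr-49*, for 34 of the 53 genes, but the rule favors genes with low untreated wild-type values. An effect past a threshold in 1 genotype only is not shown to differ between them, so the genotype-by-treatment interaction was also tested with the quasi-likelihood test. No gene had an adjusted p under 0.05 for it among the 14334, where the lowest was 0.185, and 523 had an unadjusted p under 0.05, of which chance alone gives 717. Of the 53 genes, 14 (26.4%) had an unadjusted p under 0.05, in the direction that the rule fixes, and in data simulated with equal induction 21.7% to 36.6% of the genes returned by the rule did so. The test is uninformative for genes without counts in *nhr-49*, with unadjusted p-values of 0.9996 for *fmo-2* and 0.9995 for *nlp-25*, so the absence of calls says nothing about them. DESeq2 gave an adjusted p of 0.0705 for the interaction of *fmo-2*. Adjusted over the list alone, 1 of the 250 genes of Table S4 had a smaller response with an adjusted p under 0.05, but the list was chosen on these samples, so this is not independent evidence. That gene, *tag-38*, is not among the 53 and was higher in *nhr-49* than in wild-type both without and with tBOOH. In 20 data sets simulated with equal induction in both genotypes and the same dispersions, the rule returned 52 to 83 genes, and in 20 with dispersions estimated for each genotype it returned 32 to 50. These data sets held 261 and 228 induced genes on average, more than the 183 observed, and as shares the genes returned were 19.9% to 29.4% and 14.5% to 21.3%, against 29.0%. A first version of 5 data sets, which kept every fitted effect, held 334 induced genes on average and returned 89 to 128 genes, or 28.4% to 36.5%.

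**Figure D2:**
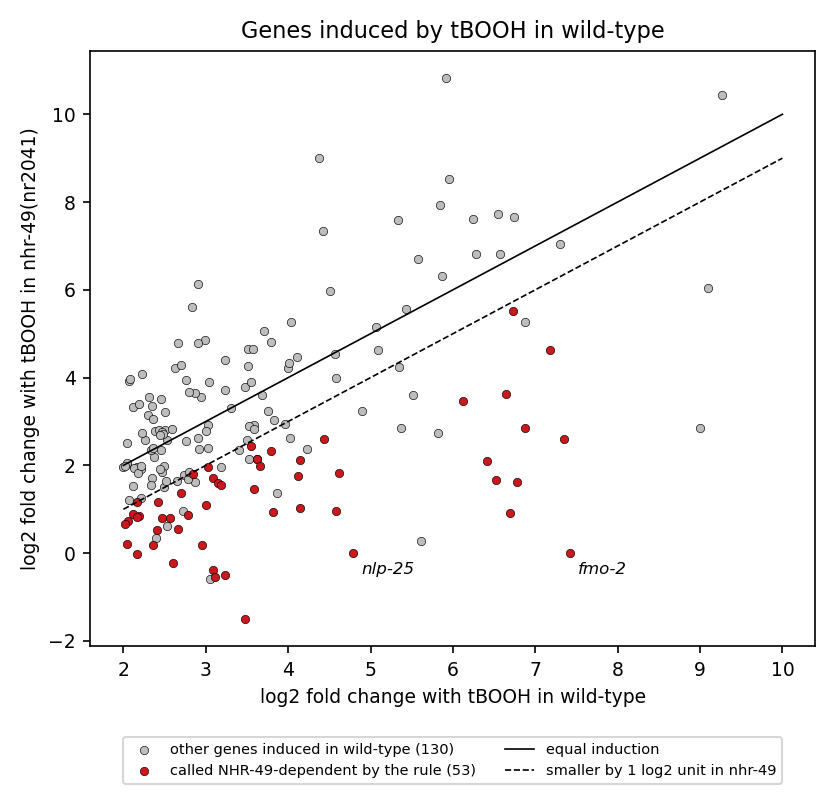
Fitted log2 fold change with tBOOH in *nhr-49*(*nr2041*) against that in wild-type for the 183 genes induced in wild-type, 1 point per gene, with the 53 genes that pass the rule in red and genes with no counts in *nhr-49*, such as *fmo-2*, at 0. Of the 183 genes, 115 lie below the solid line of equal induction and 68 above it, and the dashed line marks an induction smaller by 1 log2 unit.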

Notably, of the 250 genes, the induction of 75 was compromised by loss of *nhr‐49*, including *fmo‐2* and *nlp‐25* (FDR > 0.05 and >twofold reduced induction in *nhr‐49* mutants vs. wild‐type); in contrast, these genes were not significantly (FDR < 0.05) deregulated by loss of *nhr‐49* in the absence of tBOOH (Table S4). Together, these data suggest that *nhr‐49* is required for increased expression of a shared set of genes following oxidative stress, fasting, and in at least one long‐lived mutant.

### 2.2 Active *nhr‐49* and its coactivator *mdt‐15* are sufficient for increased expression of stress‐responsive genes

NHR‐49 dimerizes with NHR‐13, NHR‐66, and NHR‐80 to regulate genes involved in lipid metabolism (Folick et al., 2015; Pathare et al., 2012). However, the tBOOH‐induced expression of *fmo‐2*, K05B2.4, and *icl‐1* was largely unchanged in *nhr‐13*(*ok796*), *nhr‐66*(*ok940*), and *nhr‐80*(*tm1011*) null mutants (Figure S2a). This suggests that NHR‐49 does not partner with these NHRs in the tBOOH response.

To test whether increased NHR‐49 activity alone is sufficient to activate these stress‐responsive genes, we crossed the *fmo‐2p::gfp* reporter into the *nhr‐49*(*et13*) gain‐of‐function (gof) mutant (Lee, Goh, Wong, Klassen & Taubert, 2016). We observed constitutive intestinal and pharyngeal fluorescence in the *fmo‐2p::gfp; nhr‐49*(*et13*) strain, which was ablated by *nhr‐49* RNAi, suggesting that increased NHR‐49 activity is sufficient to activate *fmo‐2* in these tissues (Figure 3a). qPCR analysis of *nhr‐49*(*et13*) worms also revealed higher levels of *fmo‐2* and K05B2.4 mRNA, although other tested tBOOH‐ and fasting‐induced genes were only modestly induced (Figure 3b, data not shown). In contrast, the expression of arsenite‐responsive genes (*gst‐4*,* gcs‐1*,* gst‐6*,* ptps‐1*), which require *skn‐1* and *mdt‐15* for activation (Goh et al., 2014; Oliveira et al., 2009), was not increased in *nhr‐49* gof mutants (Figure S2b). Thus, our data suggest that NHR‐49‐dependent oxidative stress gene activation is distinct from the SKN‐1‐dependent response to arsenite.

**Figure 3:**
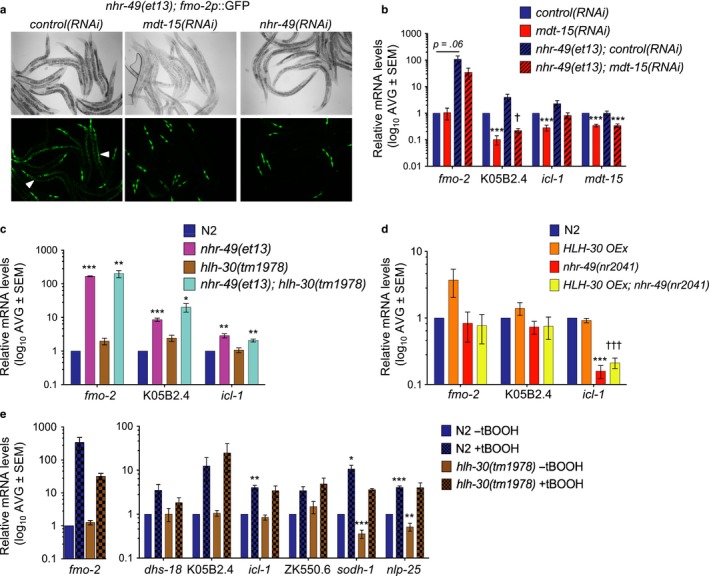
Stress response gene induction by *nhr‐49* requires *mdt‐15* but not *hlh‐30*. (a) Micrographs of *nhr‐49*(*et13*)*; fmo‐2p::gfp* worms grown on control, *mdt‐15*, and *nhr‐49* RNAi. Arrowheads indicate intestinal GFP. (b) Fold changes of mRNA levels (relative to N2 *control*(*RNAi*) worms) in L4 N2 and *nhr‐49*(*et13*) worms treated with control and *mdt‐15* RNAi (*n* = 5). ^***^ *p *<* *.001 vs. N2 *control*(*RNAi*) worms, ^†^ *p *<* *.05 vs. *nhr‐49*(*et13*) *control*(*RNAi*) worms (unpaired Student's *t* test corrected for multiple comparisons using the Holm–Sidak method). (c) Fold changes of mRNA levels (relative to wild‐type N2 worms) in L4 N2, *nhr‐49*(*et13*), *hlh‐30*(*tm1978*), and *hlh‐30*(*tm1978*); *nhr‐49*(*et13*) worms (*n* ≥ 3). ^*,**,***^ *p *<* *.05, .01, or .001 vs. N2 worms (unpaired Student's *t* test corrected for multiple comparisons using the Holm–Sidak method). (d) Fold changes of mRNA levels (relative to wild‐type N2 worms) in L4 N2 worms, N2 worms overexpressing *hlh‐30p::hlh‐30::gfp*,* nhr‐49*(*nr2041*) mutants, and *nhr‐49*(*nr2041*) mutants overexpressing *hlh‐30p::hlh‐30::gfp* (*n* ≥ 3). ^***^ *p *<* *.001 vs. N2 worms, ^†††^ *p *<* *.05 vs. N2 worms overexpressing *hlh‐30p::hlh‐30::gfp* (unpaired Student's *t* test corrected for multiple comparisons using the Holm‐Sidak method). (e) Fold changes of mRNA levels (relative to wild‐type N2‐untreated worms) in L4 N2 and *hlh‐30*(*tm1978*) worms treated with 7.5 mm tBOOH for 4 hr (*n* = 5). Statistics as in (b). ^**,***^ *p *<* *.01, or .001 vs. N2 untreated worms. See also Figure S3

*mdt‐15* is an essential coactivator for SKN‐1 in the arsenite response and for NHR‐49 in the regulation of lipid metabolism genes (Goh et al., 2014; Taubert et al., 2006). Hence, we tested whether MDT‐15's role as an NHR‐49 coactivator might underlie its role in tBOOH‐induced, SKN‐1‐independent gene expression. Indeed, *mdt‐15* RNAi abolished the intestinal fluorescence in *fmo‐2p::gfp; nhr‐49*(*et13*) worms and the increased K05B2.4 mRNA levels in *nhr‐49*(*et13*) worms (Figure 3a,b). Elevated pharyngeal expression of *fmo‐2p::gfp* was unaffected by either *mdt‐15* or *nhr‐49* RNAi, likely reflecting RNAi resistance of this tissue and possibly explaining the limited effect of *mdt‐15* RNAi on whole‐worm *fmo‐2* mRNA levels (Figure 3b). Altogether, these data suggest that, in the presence of MDT‐15, active NHR‐49 is sufficient to induce *fmo‐2* and K05B2.4, consistent with MDT‐15 acting as a coactivator for NHR‐49‐driven, tBOOH‐induced gene expression.

### 2.3 *nhr‐49* acts independently of *hlh‐30* to activate *fmo‐2* and other stress‐responsive genes

The intestinal induction of *fmo‐*2 by fasting or hypoxia requires the transcription factors *hlh‐30/TFEB* and *hif‐1/HIF* (Leiser et al., 2015), master regulators of *C. elegans* autophagy, and hypoxia gene programs, respectively (Lapierre et al., 2013; O'Rourke & Ruvkun, 2013; Powell‐Coffman, 2010). Moreover, *hlh‐30* is required for the long lifespan of *glp‐1*(*e2141*) mutants (Nakamura et al., 2016). *hif‐1* RNAi did not prevent tBOOH‐induced expression of *fmo‐2p::gfp* (data not shown). However, reminiscent of its activation following fasting (O'Rourke & Ruvkun, 2013), we observed a transient increase in nuclear levels of a HLH‐30::GFP fusion protein in response to tBOOH (Figure S3a). Thus, we examined whether *hlh‐30* and *nhr‐49* might function in the same stress response pathway. However, qPCR analysis revealed that three genes were induced similarly in the *nhr‐49*(*et13*) single and the *hlh‐30*(*tm1978*)*; nhr‐49*(*et13*) double mutant, suggesting that *hlh‐30* is dispensable for the activation of these genes by NHR‐49 (Figure 3c). Moreover*,* these genes were not significantly upregulated by transgenically overexpressing *hlh‐30*, either in the presence or in the absence of NHR‐49 (Figure 3d). Lastly, *hlh‐30*(*tm1978*) mutation only weakly reduced *fmo‐2* induction by tBOOH (statistically not significant, Figures 3e and S3b–d). In contrast, *hlh‐30* was partially required for *fmo‐2* induction by fasting, as reported (Leiser et al., 2015), and for *sodh‐1* expression, under both stress and non‐stress conditions (Figures 3e and S3b–d). These data suggest that NHR‐49 and HLH‐30 act in parallel, or that NHR‐49 acts downstream of HLH‐30, to promote the transcriptional response to organic peroxide. Indeed, our inability to obtain an *nhr‐49*(*nr2041*)*; hlh‐30*(*tm1978*) double mutant (see Experimental Procedures) suggests that these genes act nonredundantly in parallel pathways.

### 2.4 NHR‐49 levels increase following oxidative stress

Next, we examined whether NHR‐49 is activated by oxidative stress. NHR‐49 levels are increased in *glp‐1* mutants due to DAF‐16‐ and TCER‐1‐driven increases in *nhr‐49* mRNA levels (Ratnappan et al., 2014). Hence, we used an *Pnhr‐49::nhr‐49::GFP* transgene that encodes all known *nhr‐49* isoforms (Figure S4a; Ratnappan et al., 2014) to test whether levels or localization of NHR‐49::GFP fusion proteins also change in response to tBOOH or fasting. The high basal levels of nuclear NHR‐49::GFP made stress‐induced changes difficult to detect by microscopy (Figure 4a). However, Western blot analysis of whole‐worm lysates showed that bands with mobilities of ~100 kDa and ~70 kDa, absent from animals lacking the transgene, were reduced by *nhr‐49* RNAi and increased upon exposure to tBOOH (Figures 4b and S4c). Notably, *nhr‐49* mRNA levels were not induced by this exposure to tBOOH (Figure S4d), suggesting that NHR‐49 levels are posttranscriptionally raised in response to tBOOH. Intriguingly, further electrophoretic separation of proteins revealed the presence of a less mobile ~100kD NHR‐49::GFP isoform following tBOOH treatment (Figures 4b and S4c). This could reflect specific tBOOH‐induced increased levels of one of the larger NHR‐49::GFP isoforms (Figure S4a), but is also consistent with the predominant isoform(s) becoming posttranslationally modified, for example, by phosphorylation.

**Figure 4:**
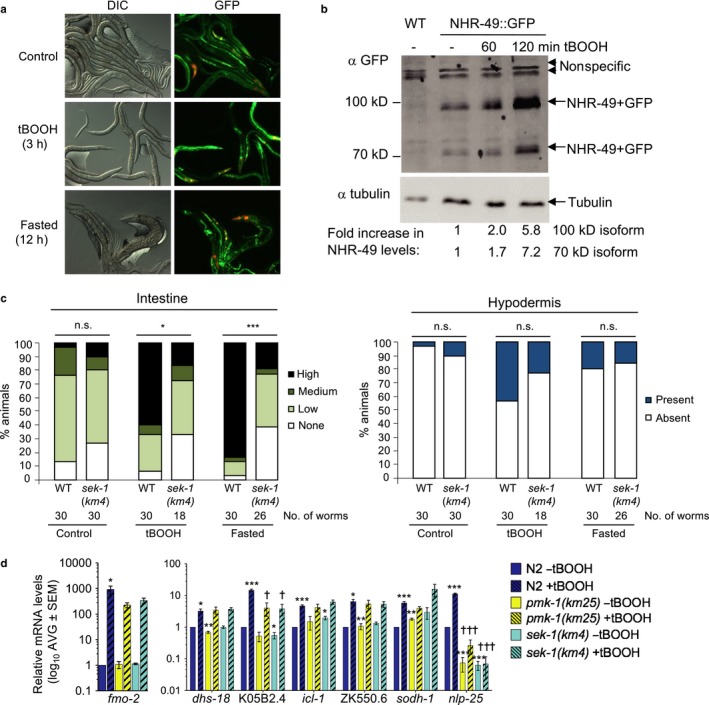
Regulation of NHR‐49 protein levels by tBOOH is *sek‐1*‐dependent. (a) Micrographs show *Pnhr‐49::nhr‐49::gfp* worms in normal and stress conditions. (b) Immunoblots on lysates of wild‐type (WT) and *Pnhr‐49::nhr‐49::gfp* (NHR‐49::GFP) worms, untreated or treated with 10 mm tBOOH. Two bands (~100 and ~70 kDa) are detected in worms expressing NHR‐49::GFP fusion proteins; arrowhead indicates nonspecific bands also detected in WT worms. Tubulin = loading control. Fold increases in NHR‐49::GFP levels (normalized to tubulin), relative to the levels of each isoform in untreated animals, are indicated. (c) Quantification of intestinal and hypodermal GFP intensity in *fmo‐2p::gfp* and *sek‐1*(*km4*)*; fmo‐2p::gfp* worms following exposure to tBOOH and fasting. (d) Fold changes of mRNA levels (relative to untreated N2 wild‐type) in L4 N2, *pmk‐1*(*km25*), and *sek‐1*(*km4*) worms treated with 7.5 mm tBOOH for 4 hr (*n* = 4). ^*,**,***^ *p *<* *.05, .01, or .001 vs. N2 untreated worms. ^†,†††^ *p *<* *.05 or .001 vs. wild‐type treated worms (unpaired Student's *t* test corrected for multiple comparisons using the Holm–Sidak method). See also Figure S4

### 2.5 Stress activation of the p38 MAPK, PMK‐1, is required for the tBOOH‐induced expression of some NHR‐49‐dependent genes but dispensable for increase in NHR‐49 protein levels

The conserved p38 mitogen‐activated protein kinase (MAPK) PMK‐1 is activated by phosphorylation by the SEK‐1 MAPKK in response to many stresses, including tBOOH. PMK‐1‐dependent phosphorylation of SKN‐1 is vital for stress‐induced increases in its activity (Blackwell et al., 2015; Inoue et al., 2005). Hence, we hypothesized that these kinases might be required for tBOOH‐induced increases in NHR‐49 levels and/or *fmo‐2* expression. Indeed, although loss of *sek‐1* had little effect on hypodermal *fmo‐2p::gfp* expression, it limited the intestinal induction of *fmo‐2p::gfp* by tBOOH and fasting (Figure 4c). Moreover, qPCR analysis revealed that, although the expression of some tBOOH‐induced genes was unaffected, loss of *sek‐1* or downstream *pmk‐1* prevented the full induction of *fmo‐2*,* nlp‐25*, and K05B2.4 mRNA by tBOOH (Figure 4d). However, although *sek‐1* is vital for tBOOH‐induced increases in PMK‐1 phosphorylation (Inoue et al., 2005) (Figure S4e), loss of *sek‐1* did not have a significant impact on tBOOH‐induced increases in the levels or decreased mobility of NHR‐49::GFP (Figure S4f). These data suggest that PMK‐1 activity plays a minor role in the tBOOH‐induced activation of some NHR‐49‐dependent genes, but is not required for tBOOH‐induced increases in NHR‐49.

### 2.6 *nhr‐49* and two NHR‐49‐regulated genes increase stress resistance of wild‐type and long‐lived *glp‐1* mutant worms

Finally, we tested whether NHR‐49's role in promoting the expression of stress‐responsive genes might be important for survival in stress conditions. We have previously shown that the loss of *nhr‐49* reduces the ability of animals to survive exposure to toxic levels of tBOOH (Goh et al., 2014) (Figure 5a; Table S6). Furthermore, although *fmo‐2* mutant animals were, unexpectedly, more resistant to tBOOH than wild‐type animals (Figure 5a), both *nhr‐49* and *fmo‐2* null mutant L1 larvae were less able to survive and recover from fasting (Figure 5b). Next, we tested whether the elevated basal expression of tBOOH‐responsive genes in the *nhr‐49*(*et13*) and long‐lived *glp‐1*(*e2141*) mutants might be sufficient to increase stress resistance. Indeed, a small, but statistically significant increase was observed in the survival of both NHR‐49 overexpressing (*Pnhr‐49::nhr‐49::GFP*) and *nhr‐49*(*et13*) gof worms exposed to tBOOH (Figures 5c and S5a, Tables S7 and S8). Moreover, long‐lived *glp‐1* mutant worms displayed a substantially increased resistance to tBOOH (Figure 5d) (Steinbaugh et al., 2015), which was abrogated in *nhr‐49*(*nr2041*)*; glp‐1*(*e2141*) double mutants (Figure 5d; Table S9). It is likely that multiple genes contribute to NHR‐49‐dependent increases in stress resistance. Indeed, surprisingly, loss of *fmo‐2* actually increased tBOOH resistance, suggesting that in its absence, other stress‐protective genes may be upregulated (Figure 5a). However, RNAi depletion of two other NHR‐49‐upregulated, tBOOH‐responsive genes (K05B2.4, *sodh‐1*) consistently increased the tBOOH sensitivity of both wild‐type and germline‐less *glp‐1* mutant worms (Figure 5e,f; Tables S10 and S11). In contrast, and in line with our gene expression data (Figure 3), *hlh‐30* mutants were not sensitive to tBOOH (Figure S5b, Table S12). Together, these data suggest that *nhr‐49* plays an important role in promoting the survival of *C. elegans* exposed to organic peroxide or experiencing fasting and identify three NHR‐49‐upregulated genes that are important for resistance to at least one of these conditions.

**Figure 5:**
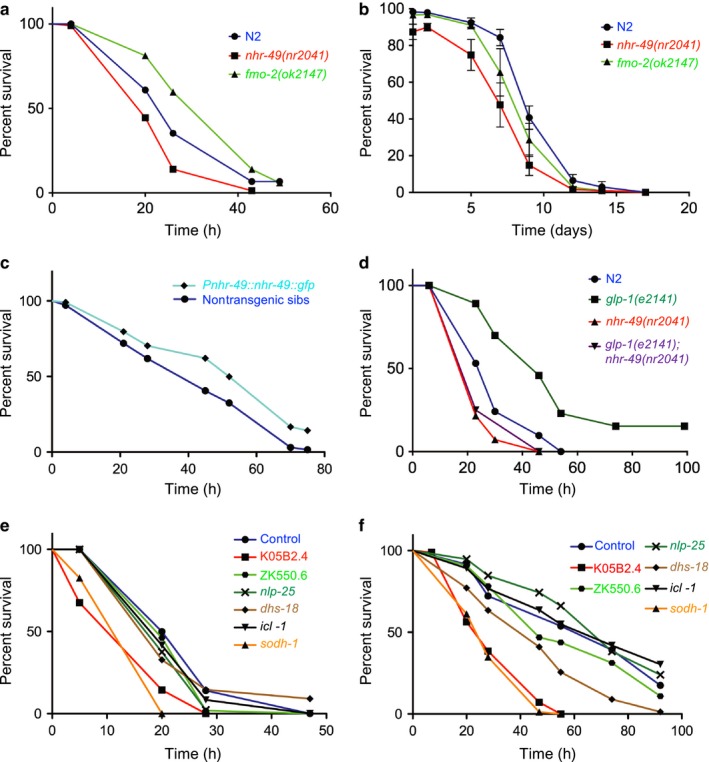
*nhr‐49* is required and sufficient for stress resistance. (a) Survival plots of wild‐type N2, *nhr‐49*(*nr2041*), and *fmo‐2*(*ok2147*) worms on 6 mm tBOOH. Table S6 shows statistics and replicates. (b) Survival of wild‐type N2, *nhr‐49*(*nr2041*), and *fmo‐2*(*ok2147*) worms after L1 fasting over time (*p *<* *.05 vs. N2 for both genotypes, determined by calculating area under the curve). (c) Survival plots of NHR‐49 overexpressing worms (*Pnhr‐49::nhr‐49::gfp*) and nontransgenic siblings, on 6 mm tBOOH. Table S7 shows statistics and replicates. (d) Survival plots of wild‐type N2, *glp‐1*(*e2141*), *nhr‐49*(*nr2041*), and *nhr‐49*(*nr2041*)*; glp‐1*(*e2141*) worms on 6 mm tBOOH. Tables S9 shows statistics and replicates. (e, f) Survival plots of wild‐type (e) and *glp‐1*(*e2141*) (f) worms grown on control RNAi or RNAi clones targeting six different NHR‐49‐regulated genes while exposed to 6 mm tBOOH. Tables S10 and S11 show statistics and replicates

## 3 DISCUSSION

NHR‐49 is a critical regulator of lipid metabolism and longevity (Burkewitz et al., 2015; Chamoli, Singh, Malik & Mukhopadhyay, 2014; Folick et al., 2015; Khan et al., 2013; Ratnappan et al., 2014; Seah et al., 2016), while related nuclear receptors, HNF4 and PPARα, are therapeutic targets that share at least some of these functions in mammals. Here, we show that NHR‐49 is also vital for an adaptive transcriptional response to the organic peroxide tBOOH. This response includes the induction of the flavin‐containing monooxygenase *fmo‐2*, which is important for dietary restriction‐induced longevity and resistance to several stresses (Leiser et al., 2015), and two other genes, K05B2.4 and *sodh‐1*, that we reveal here to be important for resistance to organic peroxide. Moreover, we find that *nhr‐49* is also required for the induction of tBOOH‐induced genes by acute fasting. Collectively, our data suggest that, in addition to its role in regulating lipid metabolism, NHR‐49 participates in a cytoprotective acute stress response program that functions parallel to and independently of SKN‐1/Nrf2 and HLH‐30/TFEB signaling (Blackwell et al., 2015; Lapierre et al., 2013). This raises the possibility that NHR‐49's pro‐longevity function, for example in *glp‐1* mutants (Ratnappan et al., 2014), may involve modulating both lipid metabolism and stress defenses (Figure 6).

**Figure 6:**
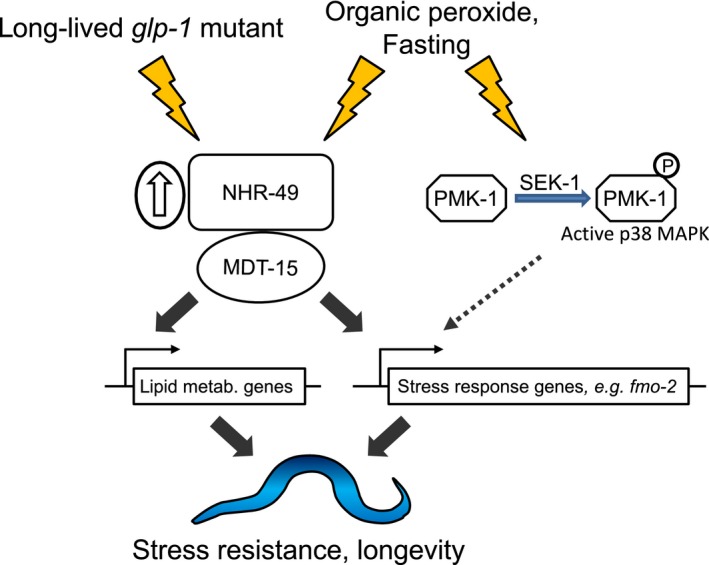
Model for NHR‐49 action in stress defense and longevity

NHR‐49 regulates transcription in response to fasting, to drive changes in lipid metabolism (Van Gilst, Hadjivassiliou & Yamamoto, 2005). Here, we report *nhr‐49*‐dependent expression of several fasting‐induced genes with pro‐survival/longevity functions that are not involved in lipid metabolism, including the glyoxylate cycle enzyme *icl‐1*, the oxidoreductase *sodh‐1*, and the flavin‐containing monooxygenase *fmo‐2*. Consistent with these findings, *nhr‐49*‐dependent induction of predicted detoxification genes was observed in another long‐lived state (Chamoli et al., 2014). This was ascribed to NHR‐49‐driven lipid metabolic reprogramming, but our findings suggest that these genes may contribute to NHR‐49's stress‐protective function. Indeed, we show that an NHR‐49‐dependently induced gene, K05B2.4, orthologous to important lipid metabolic enzymes, bile acid‐CoA: amino acid N‐acyltransferase (BAAT) and acyl‐CoA thioesterases (ACOT), is required for resistance to organic peroxide. Thus, by coordinately rewiring lipid and nonlipid metabolic processes, NHR‐49 and MDT‐15 may simultaneously allow robust fasting adaptation and promote stress resistance. If these dual functions are conserved, this has important implications for how metabolic changes, in response to diet, could affect cell/tissue stress defenses in mammals.

Transcriptome profiling showed that NHR‐49 regulates a substantial fraction, but not all of the genes induced by tBOOH in wild‐type; thus, other transcription factors are likely also important for tBOOH‐induced gene expression. 

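Of the 183 genes induced more than 4-fold in wild-type worms, 107 (58.5%) also changed with tBOOH in *nhr-49*(*nr2041*) worms with an adjusted p under 0.05. The fitted log2 fold change in *nhr-49* was above 2 for 114 of the 183 genes, above 1 for 154, and above 0 for 174. Their median in *nhr-49* was 2.60, or 2.22 with genes at the floor at their bound, and it was 2.36 in replicate 1 alone and 3.03 in replicate 3 alone. The quasi-likelihood test moved the count of 107 most, to 53 genes of the 82 it called in wild-type. By the same rule as in wild-type, 241 genes were induced more than 4-fold in *nhr-49* worms, and 96 genes are in both lists. With dispersions from the 4 libraries compared, 154 genes were induced in *nhr-49* and 272 in wild-type, the reverse order. The quasi-likelihood test kept the order, with 99 genes in *nhr-49* and 82 in wild-type. *clec-74* rose in both genotypes, from 0 counts in both untreated *nhr-49* libraries to 239 and 220 with tBOOH, at least 38.1-fold (adjusted p = 2.19e-14, exact test of edgeR with Benjamini-Hochberg adjustment). *gst-30* (WBGene00001778, chromosome II of WBcel235), a glutathione S-transferase gene, had the largest fitted fold change in *nhr-49* among genes with at least 20 counts in each treated library. Its counts there were 0 and 0 without and 274 and 329 with tBOOH, at least 49.6-fold higher (adjusted p = 2.94e-21), against 1 and 2 without and 145 and 84 with tBOOH in wild-type, at least 32.0-fold higher (adjusted p = 1.19e-13). *sodh-1* rose in both genotypes, with log2 fold changes of 3.58 in wild-type (adjusted p = 2.03e-10) and 2.83 in *nhr-49* (adjusted p = 0.000433). In replicate 1 alone they were 3.63 and 2.18, and in replicate 3 alone 3.51 and 3.77, so the replicates differed in which genotype responded more. The 3.77 rests on 3 counts in untreated *nhr-49*, at the floor, so the order in replicate 3 is uncertain. The level of *sodh-1* was lower in *nhr-49* than in wild-type without tBOOH already (2.37 ± 1.77 against 13.8 ± 3.85 CPM, a log2 difference of -2.61, adjusted p = 0.00386, and 0.186 in the quasi-likelihood test). After tBOOH it was 16.1 ± 0.687 against 166 ± 55.4 CPM (SD, n = 2 each), a log2 difference of -3.36. From the genes that still respond to tBOOH without NHR-49, the paper proposes that other transcription factors also take part in the response.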

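The discussion gives no cutoff for hyperactivation, so genes induced in wild-type were counted that were also higher by more than 1 log2 unit in tBOOH-treated *nhr-49* worms than in tBOOH-treated wild-type worms. With an adjusted p under 0.05 in the exact test of edgeR, 24 of the 183 genes met this. No upper limit was set on the induction in wild-type, so the 24 need not be the weakly induced genes that the paper describes. This definition reads the level after tBOOH and not the size of the induction, and the fitted log2 fold change with tBOOH of 5 of the 24 genes was smaller in *nhr-49* than in wild-type. These 5, named after their values were seen, are *fbxa-164*, *gst-14*, *ptr-22*, *ugt-18*, and *tag-38*, and *tag-38* changed by 3.05 in wild-type and -0.59 in *nhr-49*. The quasi-likelihood test moved the count most, to 5 genes, all among the 24. For the 24 genes, the median log2 fold change with tBOOH was 3.04 in wild-type and 3.82 in *nhr-49*, or 2.99 and 3.84 with genes at the floor at their bound. The median log2 difference between the genotypes was 2.22 with tBOOH and 1.75 without, and 4 of the 24 genes differed between untreated genotypes with an adjusted p under 0.05. Among genes with at least 20 counts in each treated *nhr-49* library, the largest differences were those of *cyp-13A10*, *gst-38*, ZK742.4, *clec-163*, and K10D11.2. *cyp-13A10* (WBGene00014254, chromosome II of WBcel235) had 6 and 6 counts in untreated and 120 and 81 in tBOOH-treated wild-type worms. In *nhr-49* worms its counts were 1 and 34 without and 477 and 1294 with tBOOH, and the log2 difference from wild-type after tBOOH was 3.41 (adjusted p = 0.0139 in the exact test with Benjamini-Hochberg adjustment, 0.159 in the quasi-likelihood test). *gst-38* (WBGene00001786, chromosome V) reached 132 ± 33.6 CPM in *nhr-49* and 18.4 ± 1.09 CPM in wild-type after tBOOH (SD, n = 2 each), a log2 difference of 2.85 (adjusted p = 2.11e-09, exact test), against 1.79 without tBOOH. For ZK742.4 (WBGene00022814, chromosome V), which overlaps *xpo-1*, the corresponding levels were 275 ± 36.0 and 39.5 ± 15.2 CPM (SD, n = 2 each). *clec-163* and K10D11.2 had log2 differences of 2.73 and 2.71 after tBOOH and of 1.82 and 2.40 without it. In the quasi-likelihood test of the interaction, 6 of the 24 genes had an unadjusted p under 0.05 with a larger response in *nhr-49* and 2 with a smaller one. None had an adjusted p under 0.05 in that test. The likelihood ratio test, DESeq2 and the fit with no filter on low counts each called 1 of the 24 with a smaller response. The fit with no filter also called 1 with a larger response. The treated wild-type libraries enter both comparisons. Data sets simulated with equal induction returned 15 to 24 genes that met the definition of hyperactivation used here, or 17 to 28 with dispersions estimated for each genotype. As shares of their induced genes these were 5.75% to 10.1% and 7.52% to 11.2%, against 13.1%, and a first version that kept every fitted effect gave 25 to 37 genes, or 7.12% to 11.3%.

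**Figure D3:**
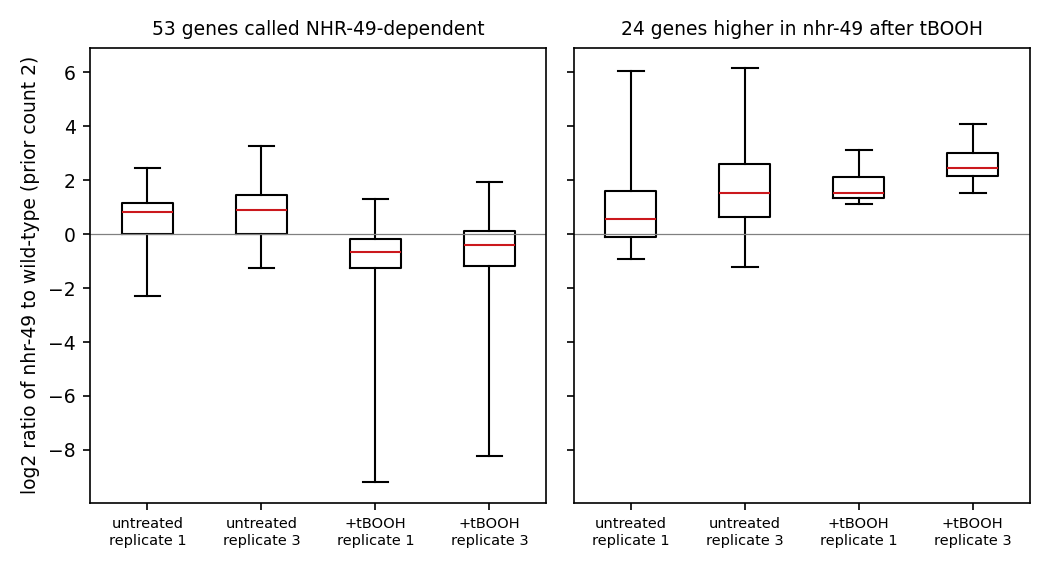
Log2 ratio of *nhr-49* to wild-type CPM (prior count 2) in each replicate, for the 53 genes called dependent on *nhr-49* (left) and the 24 induced genes higher in tBOOH-treated *nhr-49* (right), with quartile boxes, red medians and whiskers to the lowest and highest gene. The medians of the 53 genes are 0.81 and 0.88 without and -0.66 and -0.41 with tBOOH in replicates 1 and 3, and those of the 24 genes are 0.57 and 1.53 without and 1.54 and 2.46 with tBOOH.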

Surprisingly, our analysis further revealed a large set of genes that is only weakly induced by tBOOH in wild‐type, but is hyperactivated in *nhr‐49* mutants, suggesting a compensatory response in this strain incapable of mounting a normal tBOOH response (Figure 2b). In the future, it will be interesting to further dissect this response.

MDT‐15 is required as a coactivator for SKN‐1, promoting SKN‐1‐dependent gene expression and/or longevity in several contexts, for example in long‐lived *glp‐1* mutants (Goh et al., 2014; Rogers et al., 2011; Wei & Kenyon, 2016). Thus, *mdt‐15* may promote both NHR‐49 and SKN‐1‐dependent gene expression in germline‐deficient *glp‐1* mutant animals, including different subsets of lipid metabolic and cytoprotective genes. Notably, although both transcription factors require MDT‐15, *nhr‐49* does not activate arsenite‐responsive genes (Figure S2b) and *skn‐1* is dispensable for most tBOOH‐induced gene expression (Oliveira et al., 2009). Thus, NHR‐49 and SKN‐1 are both important in stress conditions and in long‐lived *glp‐1* mutants, but partner with MDT‐15 to coordinate expression of distinct gene sets that may be more important under particular conditions. For example, in long‐lived *daf‐2*/insulin receptor mutants, where *skn‐1* is important, but *nhr‐49* dispensable for the increase in lifespan (Ratnappan et al., 2014; Tullet et al., 2008), the requirement for *mdt‐15* may exclusively reflect MDT‐15's function as a SKN‐1 coregulator (Goh et al., 2014).

Although NHR‐13, NHR‐66, and NHR‐80 heterodimerize with NHR‐49 (Pathare et al., 2012), these three NHRs were not required for tBOOH‐induced gene activation (Figure S2a). In the tBOOH and fasting response, NHR‐49 may instead homodimerize or partner with other NHRs. One candidate is NHR‐62, which is important for lifespan extension in the *eat‐2* model of DR (Heestand et al., 2013). However, although *fmo‐2* is induced by some DR feeding regimens (Leiser et al., 2015), it is not upregulated in *eat‐2* mutants, and *nhr‐49* is dispensable for the increased longevity of this mutant (Heestand et al., 2013). These studies suggest that NHR‐62 and NHR‐49 may act in parallel pro‐longevity pathways that are both regulated by nutrient availability and provide further evidence that different fasting/DR regimes evoke different pro‐longevity transcriptional responses involving different transcriptional regulators to extend lifespan (Greer & Brunet, 2009).

Our discovery that fasting and peroxide stresses activate a similar, NHR‐49‐dependent transcriptional response raised the possibility that in both cases, NHR‐49 might be regulated by a reactive oxygen metabolite. Hydrogen peroxide is likely increased upon fasting, potentially as a by‐product of increased fatty acid oxidation. Although it may cause oxidative damage, peroxide is also an established signaling molecule, regulating the activity of target proteins by oxidizing specific redox‐sensitive protein thiols (Veal, Day & Morgan, 2007). However, using the oxidation status of the peroxide‐sensitive peroxiredoxin‐2 as a readout (Oláhová et al., 2008), we could find no evidence that fasting increases peroxide levels (data not shown). Alternatively, lipid‐derived ligand(s), including oxidized molecules, may increase NHR‐49 activity, with exposure to organic peroxide or fasting both increasing the levels of such a lipid. A recent paper showed that linolenic acid, and an oxidized derivative thereof, regulate lifespan and gene expression in an *nhr‐49*‐dependent fashion (Qi et al., 2017). Although we note that *fmo‐2* was not among the responsive genes (Qi et al., 2017), this nevertheless raises the possibility that similar molecules may be involved in the *nhr‐49*‐dependent stress adaptation mechanisms identified here.

Notably, our data suggest that NHR‐49 activity is increased in response to tBOOH by increasing NHR‐49 protein levels. In contrast to the increased NHR‐49 levels in *glp‐1* mutants, which reflect DAF‐16‐ and TCER‐1‐dependent upregulation of *nhr‐49* mRNA (Ratnappan et al., 2014), our data suggest that this increase does not reflect tBOOH‐induced increases in *nhr‐49* mRNA levels (Figure S4d). It remains to be determined whether this is due to a general increase in NHR‐49 protein stability or specific increases in a particular isoform. However, the tBOOH‐induced increase in levels of a lower mobility NHR‐49 isoform suggests that increases in NHR‐49 levels/activity may involve tBOOH‐induced posttranslational modification(s). We note that NHR‐49 contains several candidate phosphorylation sites, some of which are phosphorylated in vivo (Bodenmiller et al., 2008). Moreover, phosphorylation regulates the activity of functionally related mammalian NHRs, for example PPARα (Burns & Vanden Heuvel, 2007). Hence, it is possible that tBOOH‐induced phosphorylation might stabilize NHR‐49 or direct its activity toward activating the expression of *fmo‐2* and other stress‐induced genes. The p38 MAPK, PMK‐1, plays an important role in defending against oxidative stress and infectious microbes. For example, PMK‐1‐dependent phosphorylation is vital for the stress‐induced nuclear accumulation of SKN‐1 and activation of SKN‐1‐dependent gene expression (Inoue et al., 2005). Moreover, PMK‐1 is rapidly activated by phosphorylation by the SEK‐1 MAPKK in response to tBOOH (Inoue et al., 2005). However, although loss of *sek‐1* and *pmk‐1* reduced the tBOOH‐induced expression of *fmo‐2* and two other *nhr‐49‐*dependent genes, tBOOH‐induced increases in NHR‐49 levels occurred in the absence of *sek‐1*. This suggests that, although SEK‐1 and PMK‐1 may act in parallel with NHR‐49 to promote tBOOH‐induced gene expression, other mechanisms, potentially involving other kinases, are responsible for increases in NHR‐49 levels.

In summary, we show that NHR‐49 acts with MDT‐15 to implement a stress‐protective transcriptional program in response to organic peroxide, fasting, and in long‐lived *glp‐1* mutant worms. Future experiments will determine how fasting and oxidative stress regulate NHR‐49 and/or MDT‐15 to coordinate both changes in lipid metabolism and other protective adaptive changes in host metabolism. If related NHRs, PPARα and HNF4, play similar roles in protecting mammalian cells under stress conditions, then this may have implications for efforts to therapeutically target these NHRs to treat age‐related diseases such as metabolic diseases and cancer.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Nematode strains and growth conditions

We cultured *C. elegans* strains using standard techniques. To avoid background effects, each mutant was crossed into our N2 strain; original mutants were backcrossed to N2 at least six times. *E. coli* OP50 was the food source in all qPCR and RNA‐seq experiments except in Figure 3b, all population stress resistance experiments (tBOOH and starvation assays; Figure 5), and for the initial characterization of the *fmo‐2p::gfp* reporter (Figures 1b and S1b); for all other experiments, we used *E. coli* HT115 as food source. All experiments were carried out at 20°C, except experiments with strains harboring the *glp‐1*(*e2141*) mutation; these strains and pertinent controls were grown at 25°C until the L4 stage to induce germline loss, and then downshifted to 20°C. Worm strains used in this study are listed in Table S13.

We used standard genetic crossing techniques to attempt to construct the *nhr‐49*(*nr2041*)*; hlh‐30*(*tm1978*) double mutant; genotyping the clonal progeny of 100 individual candidate F2 worms did not reveal any homozygous double mutants, suggesting that these null mutations cause synthetic lethality.

For experiments on media containing exogenous stressors, sodium meta‐arsenite (Sigma 71287) and tert‐butyl hydroperoxide solution (tBOOH; Sigma 458139), DTT, and H_2_O_2_ were added at indicated concentrations. Plates containing tBOOH were made fresh on the day of use. For the RNAi candidate screen, we used 10 mm tBOOH and a 3‐hr exposure as these conditions resulted in strong and uniform GFP induction throughout the worm population. For qPCR and RNA‐seq experiments, we used 7.5 mm tBOOH exposure for 4 hr, consistent with our previous study (Goh et al., 2014). For stress resistance assays, we found that resolution of population death events was improved using 6 mm tBOOH and hence used this concentration.

For synchronized worm growths, bleached embryos were hatched overnight on unseeded NGM plates, or 20–25 L4 stage worms were transferred and maintained on feeding plates until the population reached a synchronized halted development at L1 stage via short‐term fasting (12–24 hr). Synchronized L1 stage larvae were subsequently transferred to feeding plates, seeded with OP50 or HT115 containing the indicated RNAi vector, and then grown to the desired stage.

### 4.2 Feeding RNA interference

RNAi was performed on nematode growth media (NGM) plates supplemented with either 25 μg/ml carbenicillin or 100 μg/ml ampicillin, 1 mm IPTG, and 12.5 μg/ml tetracycline and seeded with appropriate HT115 RNAi bacteria. The RNAi clones were from the Ahringer (Source BioScience) or Vidal library except those listed in Table S14.

### 4.3 Construction of the *fmo‐2p::gfp* transgenic reporter strain

A 1584‐bp genomic fragment of the putative *fmo‐2* promoter was PCR‐amplified with the primers (P*fmo‐2*Fwd = 5′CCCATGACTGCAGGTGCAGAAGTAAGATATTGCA and P*fmo‐2*Rev = 5′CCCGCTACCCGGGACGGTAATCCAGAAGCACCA, pPD95.67 + P*fmo‐2* Rev = 5′CGGTACCTCCCTCCAAGGGTCCTC; Pst1 and Cfr91 sites used for cloning underlined), sequenced, and cloned into pPD95.67 using Pst1 and Cfr91 sites. This generates a transgene containing 1,536 bp of DNA upstream of the *fmo‐2* ORF and the first 16 codons of FMO‐2 fused in frame to GFP containing a nuclear localization signal (pPD95.67 + *fmo‐2p*). We then microinjected into N2 worms 50 ng/μl pPD95.67 + *fmo‐2p*, 100 ng/μl of pRF4 *rol‐6*(*su1006*) co‐injection marker, and 50 ng/μl pBluescript carrier DNA. Two independently generated lines were selected using the roller phenotype. Both lines showed similar expression patterns and induction by tBOOH (data not shown).

### 4.4 RNA isolation and qPCR analysis

RNA isolation was performed essentially as described (Goh et al., 2014). 2 μg total RNA were used to generate cDNA with Superscript II reverse transcriptase (Invitrogen 18064‐014), random primers (Invitrogen 48190‐011), dNTPs (Fermentas R0186), and RNAseOUT (Invitrogen 10777‐019). qPCR was performed in 30 μl reactions using Fast SYBR Master Mix (Life Technologies 4385612) and an Applied Biosystems StepOnePlus machine. We analyzed data with the ΔΔCt method. For each sample, we calculated normalization factors by averaging the (sample expression)/(reference expression) ratios of three normalization genes, *act‐1*,* tba‐1*, and *ubc‐2* (except without *tba‐1* in *glp‐1* mutants, which display inherently low *tba‐1* levels). The reference sample was *control*(*RNAi*), WT, or untreated, as appropriate, and all data are represented as mean ± SEM. We used unpaired Student's *t* tests to calculate statistical significance of gene expression changes and corrected for multiple comparisons using the Holm–Sidak method. Primers were tested on serial cDNA dilutions and analyzed for PCR efficiency prior to use. All data originate from three or more independent biological repeats, and each experiment was conducted in technical triplicate. Sequences of primers used are listed in Table S15.

### 4.5 Analysis of gene expression overlaps

Gene expression overlaps were identified using the Microsoft Excel 2011 ISNA (MATCH(lookup_value, lookup_array, [match_type])) function. Statistical significance was calculated using Fisher's exact test from the R Stats Package in RStudio version 0.98. We compared sets of genes regulated in fasted worms (Uno et al., 2013), tBOOH‐treated worms (Oliveira et al., 2009), and *glp‐1*(*bn18*) mutants (Steinbaugh et al., 2015).

### 4.6 RNA‐seq

L4 stage N2 and *nhr‐49*(*nr2041*) worms were exposed to 7.5 mm tBOOH for 4 hr. RNA was extracted with TRIzol and ribosomal RNA removed using the RiboGone–Mammalian—Low Input Ribosomal RNA Removal Kit for Human, Mouse and Rat Samples (Takara #634847). Ribosomal RNA depletion and RNA integrity were verified on a Bioanalyzer with the RNA 6000 Pico Kit (Agilent #5067‐1513). We constructed cDNA libraries with the SMARTer Universal Low Input RNA Kit (Takara #634900) and measured adapter‐ligated concentrations with the High Sensitivity DNA Analysis Kit (Agilent #5067‐4626) and by qPCR standard‐curve quantitation using the KAPA Library Quantification Kit Illumina Platforms (KK4824). Next‐generation sequencing was performed on an Illumina NextSeq 500 using 76 bp x2 paired‐end reads, using the NextSeq 500/550 High Output Kit v2 (150 cycles). Single‐end reads were aligned to the *C. elegans* UCSC ce10 reference genome using an RNA‐seq alignment app from Illumina, which uses STAR aligner to map reads. Then, we used edgeR (Robinson, McCarthy & Smyth, 2010) to convert raw gene counts into counts per million (CPM) and log2‐counts per million (log‐CPM). Weakly expressed genes were removed by only including genes with counts per million (CPM) >1 across two libraries. Gene expression distributions were normalized by the method of trimmed mean of M‐values (TMM) (Robinson & Oshlack, 2010). We used the edgeR exact test to test for differential expression between different conditions. We searched for differentially expressed genes using Top Tags in edgeR with log‐fold change of (+2) and FDR <0.05 cutoffs and identified 250 genes that were induced by tBOOH in wild‐type worms. We then obtained log‐CPM values for genes in this set from all eight libraries, corresponding to two replicates of wild‐type worms and *nhr‐49*(*nr2041*) mutants −/+ tBOOH (Tables S3 and S4), and used FDR <0.05 cutoffs to define NHR‐49‐dependent genes within this set (Tables S3 and S4). We used the heatmap.2 function to generate a heatmap of these 250 genes using log‐CPM values. Expression across each gene was scaled to generate a *z*‐score. In Figure 2b, genes were ordered from highest to lowest difference in *z*‐score between N2 + tBOOH and *nhr‐49 *+* *tBOOH samples. RNA‐seq raw data have been deposited at Gene Expression Omnibus (GSE107799).

### 4.7 DIC and fluorescence microscopy

Worms were transferred onto M9 buffer containing 0.06% levamisole (Sigma L9756) or sodium azide for immobilization on 2%–2.5% (w/v) agarose pads for microscopy. We captured images either on a CoolSnap HQ camera (Photometrics) attached to a Zeiss Axioplan 2 compound microscope, followed by MetaMorph Imaging Software with Autoquant 3D digital deconvolution; or using a Zeiss Axioskop 2 compound microscope, an Axiocam, and AxioVision software (version 3.1.2.1).

### 4.8 Stress resistance assays

To quantify tBOOH resistance in a population, animals were grown to the late L4 stage and then transferred to plates containing 6 mm tBOOH seeded with heat‐inactivated OP50. Animals that crawled off the plate or died due to rupturing or internal hatching were censored. We used GraphPad Prism 6 to generate survival curves and calculated statistical significance using the log‐rank (Mantel–Cox) test. For each individual experiment, we performed three to four independent biological replicates, and one repeat is shown in a figure panel; for this and all other repeats, experimental parameters and statistics are listed in the Supplementary information, as indicated in figure legends. For experiments with *nhr‐49p::nhr‐49::gfp* and *nhr‐49*(*et13*) worms, we additionally performed Cox's regression analysis to test the statistical significance of differences between the survival of transgenic/mutant and control worms across all biological repeats (Tables S7 and S8).

Starvation survival assays were adapted from (Lee & Ashrafi, 2008). Worms were maintained for at least two generations in a nonstarved state and synchronized to obtain day 1 adults. Adults were then bleached to obtain embryos that were hatched in S‐basal medium without cholesterol overnight on a rotator. Synchronized L1s were transferred to S‐basal medium without cholesterol containing an antibiotic–antimycotic mix (Gibco 15240062) at a concentration of ~1 worm/μl. To assess viability, 200–300 animals were transferred to seeded NGM plates every 2–3 days and assessed for growth to the L4 stage after 48 hr. Average survival and standard error of four independent biological repeats are shown in Figure 5b; statistical significance was calculated using area under the curve and Student's *t* test.

### 4.9 SDS–PAGE and immunoblotting

#### 4.9.1 Analysis of NHR‐49 + GFP levels

A total of 2,000–3,000 synchronized young adult worms, maintained on *E. coli* HT115‐seeded plates, were washed off (Figures 4b and S4b,c), or 50 synchronized RFP+ or control young adult worms were picked off (Figure S4e,f) *E. coli* HT115‐seeded plates into M9 or M9 containing the indicated stress agent (Figures 4 and S4e,f). After the indicated time, an equal volume of ice‐cold 20% (v/v) tri‐chloro acetic acid (TCA; Sigma T6399) was added to precipitate proteins. Pelleted proteins were washed with ice‐cold acetone before being air‐dried and resuspended in TCA buffer (1.0% SDS (v/v), 100 mm Tris–HCl pH 8.0, 1.0 mm EDTA (Sigma E6758) + 20 mm N‐ethylmaleimide (Sigma E3876)). The suspension was then incubated for 30 min at 25°C followed by 5 min at 30°C. Insoluble materials were pelleted by centrifugation. The concentration of denatured proteins in the supernatant was determined using the BCA Protein Assay Kit (Thermo Scientific 23225), and equal amounts of protein were separated by SDS–PAGE and immunoblotted using the appropriate antibodies in conjunction with the ECL Plus Western Blotting Substrate (Thermo Scientific 32132) and a Typhoon Phosphoimager. NHR‐49::GFP levels were determined relative to tubulin to account for any differences in loading.

#### 4.9.2 Analysis of PMK‐1 phosphorylation

A total of 3,000 synchronized late L4 animals were washed from plates with M9 or M9 containing 10 mm tBOOH, incubated for 10 min with gentle agitation, and then harvested by centrifugation and levels of PMK‐1 phosphorylation determined as described previously (Oláhová et al., 2008).

### 4.10 Antibodies

All antibodies were diluted in 1× Tris buffer saline Tween 20 (TBST; 20.0 mm Tris–HCl pH 7.6, 137 mm NaCl, 0.1% Tween 20 (v/v) containing 5% bovine serum album). Anti‐GFP (A6455, Life Technologies), anti‐phosphop38 antibodies (New England Biolabs), and anti‐β‐tubulin (E7, Developmental Studies Hybridoma Bank University of Iowa) antibodies were used at 1:1,000 dilutions. Horseradish peroxidase (HRP)‐conjugated secondary anti‐mouse IgG and anti‐rabbit IgG antibodies were used at 1:2,000.

## CONFLICT OF INTEREST

None declared.

## AUTHORS' CONTRIBUTION

EAV and ST conceptualized the study; GYSG, JJW, EAV, KRSD, FB, RL, and KL investigated the study; ST and EAV wrote the original draft; ST, EAV, GG, and JJW wrote the manuscript and helped in reviewing and editing the manuscript; EAV and ST acquired funding; EAV and ST supervised the experiments.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

## References

[acel12743-bib-0001] Bennett, C. F. , Kwon, J. J. , Chen, C. , Russell, J. , Acosta, K. , Burnaevskiy, N. , … Kaeberlein, M. (2017). Transaldolase inhibition impairs mitochondrial respiration and induces a starvation‐like longevity response in *Caenorhabditis elegans*. C. T. Murphy, ed. PLoS Genetics, 13, e1006695 10.1371/journal.pgen.1006695 28355222PMC5389855

[acel12743-bib-0002] Blackwell, T. K. , Steinbaugh, M. J. , Hourihan, J. M. , Ewald, C. Y. , & Isik, M. (2015). SKN‐1/Nrf, stress responses, and aging in *Caenorhabditis elegans* . Free Radical Biology and Medicine, 88, 290–301. 10.1016/j.freeradbiomed.2015.06.008 26232625PMC4809198

[acel12743-bib-0003] Bodenmiller, B. , Campbell, D. , Gerrits, B. , Lam, H. , Jovanovic, M. , Picotti, P. , … Aebersold, R. (2008). PhosphoPep–a database of protein phosphorylation sites in model organisms. Nature Biotechnology, 26, 1339–1340. 10.1038/nbt1208-1339 PMC274368519060867

[acel12743-bib-0004] Burkewitz, K. , Morantte, I. , Weir, H. J. M. , Yeo, R. , Zhang, Y. , Huynh, F. K. , … Mair, W. B. (2015). Neuronal CRTC‐1 governs systemic mitochondrial metabolism and lifespan via a catecholamine signal. Cell, 160, 842–855. 10.1016/j.cell.2015.02.004 25723162PMC4392909

[acel12743-bib-0005] Burns, K. A. , & Vanden Heuvel, J. P. (2007). Modulation of PPAR activity via phosphorylation. Biochimica et Biophysica Acta, 1771, 952–960. 10.1016/j.bbalip.2007.04.018 17560826PMC2712836

[acel12743-bib-0006] Chamoli, M. , Singh, A. , Malik, Y. , & Mukhopadhyay, A. (2014). A novel kinase regulates dietary restriction‐mediated longevity in *Caenorhabditis elegans* . Aging Cell, 13, 641–655. 10.1111/acel.12218 24655420PMC4326946

[acel12743-bib-0007] Folick, A. , Oakley, H. D. , Yu, Y. , Armstrong, E. H. , Kumari, M. , Sanor, L. , … Wang, M. C. (2015). Aging. Lysosomal signaling molecules regulate longevity in *Caenorhabditis elegans* . Science, 347, 83–86. 10.1126/science.1258857 25554789PMC4425353

[acel12743-bib-0008] Goh, G. Y. S. , Martelli, K. L. , Parhar, K. S. , Kwong, A. W. L. , Wong, M. A. , Mah, A. , … Taubert, S. (2014). The conserved mediator subunit MDT‐15 is required for oxidative stress responses in *Caenorhabditis elegans* . Aging Cell, 13, 70–79. 10.1111/acel.12154 23957350PMC4326869

[acel12743-bib-0009] Greer, E. L. , & Brunet, A. (2009). Different dietary restriction regimens extend lifespan by both independent and overlapping genetic pathways in *Caenorhabditis elegans* . Aging Cell, 8, 113–127. 10.1111/j.1474-9726.2009.00459.x 19239417PMC2680339

[acel12743-bib-0010] Heestand, B. N. , Shen, Y. , Liu, W. , Magner, D. B. , Storm, N. , Meharg, C. , … Antebi, A. (2013). Dietary restriction induced longevity is mediated by nuclear receptor NHR‐62 in *Caenorhabditis elegans* . PLoS Genetics, 9, e1003651 10.1371/journal.pgen.1003651 23935515PMC3723528

[acel12743-bib-0011] Hekimi, S. , Lapointe, J. , & Wen, Y. (2011). Taking a “good look” at free radicals in the aging process. Trends in Cell Biology, 21, 569–576. 10.1016/j.tcb.2011.06.008 21824781PMC4074523

[acel12743-bib-0012] Hetz, C. , Chevet, E. , & Harding, H. P. (2013). Targeting the unfolded protein response in disease. Nature Reviews. Drug Discovery, 12, 703–719. 10.1038/nrd3976 23989796

[acel12743-bib-0013] Inoue, H. , Hisamoto, N. , An, J. H. , Oliveira, R. P. , Nishida, E. , Blackwell, T. K. , & Matsumoto, K. (2005). The *Caenorhabditis elegans* p38 MAPK pathway regulates nuclear localization of the transcription factor SKN‐1 in oxidative stress response. Genes & Development, 19, 2278–2283. 10.1101/gad.1324805 16166371PMC1240035

[acel12743-bib-0014] Khan, M. H. , Ligon, M. , Hussey, L. R. , Hufnal, B. , Farber, R. , Munkácsy, E. , … Rea, S. L. (2013). TAF‐4 is required for the life extension of isp‐1, clk‐1 and tpk‐1 Mit mutants. Aging, 5, 741–758. https://doi.org/10.18632/aging.100604 2410741710.18632/aging.100604PMC3838777

[acel12743-bib-0015] Lapierre, L. R. , De Magalhaes Filho, C. D. , McQuary, P. R. , Chu, C.‐C. , Visvikis, O. , Chang, J. T. , … Hansen, M. (2013). The TFEB orthologue HLH‐30 regulates autophagy and modulates longevity in *Caenorhabditis elegans* . Nature Communications, 4, 2267.10.1038/ncomms3267PMC386620623925298

[acel12743-bib-0016] Lee, B. H. , & Ashrafi, K. (2008). A TRPV channel modulates *Caenorhabditis elegans* neurosecretion, larval starvation survival, and adult lifespan. PLoS Genetics, 4, e1000213.1884620910.1371/journal.pgen.1000213PMC2556084

[acel12743-bib-0017] Lee, K. , Goh, G. Y. S. , Wong, M. A. , Klassen, T. L. , & Taubert, S. (2016). Gain‐of‐function alleles in *Caenorhabditis elegans* nuclear hormone receptor nhr‐49 are functionally distinct. PLoS ONE, 11, e0162708 10.1371/journal.pone.0162708 27618178PMC5019492

[acel12743-bib-0018] Leiser, S. F. , Miller, H. , Rossner, R. , Fletcher, M. , Leonard, A. , Primitivo, M. , … Kaeberlein, M. (2015). Cell nonautonomous activation of flavin‐containing monooxygenase promotes longevity and health span. Science, 350, 1375–1378. 10.1126/science.aac9257 26586189PMC4801033

[acel12743-bib-0019] Leprivier, G. , Rotblat, B. , Khan, D. , Jan, E. , & Sorensen, P. H. (2015). Stress‐mediated translational control in cancer cells. Biochimica et Biophysica Acta, 1849, 845–860. 10.1016/j.bbagrm.2014.11.002 25464034

[acel12743-bib-0020] Lin, M. T. , & Beal, M. F. (2006). Mitochondrial dysfunction and oxidative stress in neurodegenerative diseases. Nature, 443, 787–795. 10.1038/nature05292 17051205

[acel12743-bib-0021] Miranda‐Vizuete, A. , & Veal, E. A. (2016). *Caenorhabditis elegans* as a model for understanding ROS function in physiology and disease. Redox Biology, 11, 708–714.2819359310.1016/j.redox.2016.12.020PMC5304259

[acel12743-bib-0022] Nakamura, S. , Karalay, Ö. , Jäger, P. S. , Horikawa, M. , Klein, C. , Nakamura, K. , … Antebi, A. (2016). Mondo complexes regulate TFEB via TOR inhibition to promote longevity in response to gonadal signals. Nature Communications, 7, 10944 10.1038/ncomms10944 PMC480416927001890

[acel12743-bib-0023] Oláhová, M. , Taylor, S. R. , Khazaipoul, S. , Wang, J. , Morgan, B. A. , Matsumoto, K. , … Veal, E. A. (2008). A redox‐sensitive peroxiredoxin that is important for longevity has tissue‐ and stress‐specific roles in stress resistance. Proceedings of the National Academy of Sciences of the United States of America, 105, 19839–19844. 10.1073/pnas.0805507105 19064914PMC2604961

[acel12743-bib-0024] Oliveira, R. P. , Abate, J. P. , Dilks, K. , Landis, J. , Ashraf, J. , Murphy, C. T. , & Blackwell, T. K. (2009). Condition‐adapted stress and longevity gene regulation by *Caenorhabditis elegans* SKN‐1/Nrf. Aging Cell, 8, 524–541. 10.1111/j.1474-9726.2009.00501.x 19575768PMC2776707

[acel12743-bib-0025] O'Rourke, E. J. , & Ruvkun, G. (2013). MXL‐3 and HLH‐30 transcriptionally link lipolysis and autophagy to nutrient availability. Nature Cell Biology, 15, 668–676. 10.1038/ncb2741 23604316PMC3723461

[acel12743-bib-0026] Pathare, P. P. , Lin, A. , Bornfeldt, K. E. , Taubert, S. , & Van Gilst, M. R. (2012). Coordinate regulation of lipid metabolism by novel nuclear receptor partnerships K. Ashrafi, ed. PLoS Genetics, 8, e1002645 10.1371/journal.pgen.1002645 22511885PMC3325191

[acel12743-bib-0027] Powell‐Coffman, J. A. (2010). Hypoxia signaling and resistance in *Caenorhabditis elegans* . Trends in Endocrinology and Metabolism, 21, 435–440. 10.1016/j.tem.2010.02.006 20335046

[acel12743-bib-0028] Qi, W. , Gutierrez, G. E. , Gao, X. , Dixon, H. , McDonough, J. A. , Marini, A. M. , & Fisher, A. L. (2017). The ω‐3 fatty acid α‐linolenic acid extends *Caenorhabditis elegans* lifespan via NHR‐49/PPARα and oxidation to oxylipins. Aging Cell, 16, 1125–1135. 10.1111/acel.12651 28772063PMC5595674

[acel12743-bib-0029] Rankin, E. B. , & Giaccia, A. J. (2016). Hypoxic control of metastasis. Science, 352, 175–180. 10.1126/science.aaf4405 27124451PMC4898055

[acel12743-bib-0030] Ratnappan, R. , Amrit, F. R. G. , Chen, S.‐W. , Gill, H. , Holden, K. , Ward, J. , … Ghazi, A. (2014). Germline signals deploy NHR‐49 to modulate fatty‐acid β‐oxidation and desaturation in somatic tissues of *Caenorhabditis elegans* . PLoS Genetics, 10, e1004829 10.1371/journal.pgen.1004829 25474470PMC4256272

[acel12743-bib-0031] Robinson, M. D. , McCarthy, D. J. , & Smyth, G. K. (2010). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics, 26, 139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[acel12743-bib-0032] Robinson, M. D. , & Oshlack, A. (2010). A scaling normalization method for differential expression analysis of RNA‐seq data. Genome Biology, 11, R25 10.1186/gb-2010-11-3-r25 20196867PMC2864565

[acel12743-bib-0033] Rogers, A. N. , Chen, D. , Mccoll, G. , Czerwieniec, G. , Felkey, K. , Gibson, B. W. , … Kapahi, P. (2011). Life span extension via eIF4G inhibition is mediated by posttranscriptional remodeling of stress response gene expression in *Caenorhabditis elegans* . Cell Metabolism, 14, 55–66. 10.1016/j.cmet.2011.05.010 21723504PMC3220185

[acel12743-bib-0034] Seah, N. E. , De Magalhaes Filho, C. D. , Petrashen, A. P. , Henderson, H. R. , Laguer, J. , Gonzalez, J. , … Lapierre, L. R. (2016). Autophagy‐mediated longevity is modulated by lipoprotein biogenesis. Autophagy, 12, 261–272. 10.1080/15548627.2015.1127464 26671266PMC4836030

[acel12743-bib-0035] Shore, D. E. , & Ruvkun, G. (2013). A cytoprotective perspective on longevity regulation. Trends in Cell Biology, 23, 409–420. 10.1016/j.tcb.2013.04.007 23726168PMC4057428

[acel12743-bib-0036] Steinbaugh, M. J. , Narasimhan, S. D. , Robida‐Stubbs, S. , Moronetti Mazzeo, L. E. , Dreyfuss, J. M. , Hourihan, J. M. , … Blackwell, T. K. (2015). Lipid‐mediated regulation of SKN‐1/Nrf in response to germ cell absence. Elife, 4, e07836.10.7554/eLife.07836PMC454149626196144

[acel12743-bib-0037] Taubert, S. , Hansen, M. , Van Gilst, M. R. , Cooper, S. B. , & Yamamoto, K. R. (2008). The mediator subunit MDT‐15 confers metabolic adaptation to ingested material. PLoS Genetics, 4, e1000021.1845419710.1371/journal.pgen.1000021PMC2265483

[acel12743-bib-0038] Taubert, S. , Van Gilst, M. R. , Hansen, M. , & Yamamoto, K. R. (2006). A mediator subunit, MDT‐15, integrates regulation of fatty acid metabolism by NHR‐49‐dependent and ‐independent pathways in *Caenorhabditis elegans* . Genes & Development, 20, 1137–1149. 10.1101/gad.1395406 16651656PMC1472473

[acel12743-bib-0039] Tullet, J. M. A. , Hertweck, M. , An, J. H. , Baker, J. , Hwang, J. Y. , Liu, S. , … Blackwell, T. K. (2008). Direct inhibition of the longevity‐promoting factor SKN‐1 by insulin‐like signaling in *Caenorhabditis elegans* . Cell, 132, 1025–1038. 10.1016/j.cell.2008.01.030 18358814PMC2367249

[acel12743-bib-0040] Uno, M. , Honjoh, S. , Matsuda, M. , Hoshikawa, H. , Kishimoto, S. , Yamamoto, T. , … Nishida, E. (2013). A fasting‐responsive signaling pathway that extends life span in *Caenorhabditis elegans* . Cell Reports, 3, 79–91. 10.1016/j.celrep.2012.12.018 23352664

[acel12743-bib-0041] Van Gilst, M. R. , Hadjivassiliou, H. , Jolly, A. , & Yamamoto, K. R. (2005). Nuclear hormone receptor NHR‐49 controls fat consumption and fatty acid composition in *Caenorhabditis elegans* . PLoS Biology, 3, e53 10.1371/journal.pbio.0030053 15719061PMC547972

[acel12743-bib-0042] Van Gilst, M. R. , Hadjivassiliou, H. , & Yamamoto, K. R. (2005). A *Caenorhabditis elegans* nutrient response system partially dependent on nuclear receptor NHR‐49. Proceedings of the National Academy of Sciences of the United States of America, 102, 13496–13501. 10.1073/pnas.0506234102 16157872PMC1201344

[acel12743-bib-0043] Veal, E. A. , Day, A. M. , & Morgan, B. A. (2007). Hydrogen peroxide sensing and signaling. Molecular Cell, 26, 1–14. 10.1016/j.molcel.2007.03.016 17434122

[acel12743-bib-0044] Wei, Y. , & Kenyon, C. (2016). Roles for ROS and hydrogen sulfide in the longevity response to germline loss in *Caenorhabditis elegans* . Proceedings of the National Academy of Sciences of the United States of America, 113, E2832–E2841. 10.1073/pnas.1524727113 27140632PMC4878494

[acel12743-bib-0045] Wu, C.‐W. , Deonarine, A. , Przybysz, A. , Strange, K. , & Choe, K. P. (2016). The Skp1 homologs SKR‐1/2 are required for the *Caenorhabditis elegans* SKN‐1 antioxidant/detoxification response independently of p38 MAPK. PLoS Genetics, 12, e1006361 10.1371/journal.pgen.1006361 27776126PMC5077136

# Supplementary material for: NHR‐49/HNF4 integrates regulation of fatty acid metabolism with a protective transcriptional response to oxidative stress and fasting
**Source:** Aging Cell. 2018 Mar 5;17(3):e12743. doi: 10.1111/acel.12743
**Supplement:** Supplementary file 2

# SUPPLEMENTAL TABLES

**Table S1. List of transcription factor candidates that bind MDT-15 and were tested in the RNAi screen, and screen results.**

| RNAi           | Ref. for physical binding to MDT-15 | Repeat 1 |       | Repeat 2 |       | Repeat 3 |       | Verified using mounted images |       | Comments                 |
|----------------|-------------------------------------|----------|-------|----------|-------|----------|-------|-------------------------------|-------|--------------------------|
|                |                                     | Control  | tBOOH | Control  | tBOOH | Control  | tBOOH | Control                       | tBOOH |                          |
| L4440          |                                     | -        | +     | -        | +     | -        | +     | -                             | +     | Neg. control             |
| <i>mdt-15</i>  |                                     | -        | -     | -        | -     | -        | -     | -                             | -     | Pos. control             |
| <i>skn-1</i>   | (Goh et al. 2014)                   | -        | ++    | -        | ++    | -        | +     | -                             | ++    |                          |
| <i>nhr-4</i>   | (Reece-Hoyes et al. 2013)           | -        | +     | -        | +     | -        | +     |                               |       |                          |
| <i>nhr-8</i>   | (Arda et al. 2010)                  | -        | +     | -        | +     | -        | +     |                               |       |                          |
| <i>nhr-10</i>  | (Arda et al. 2010)                  | -        | +     | -        | +     | -        | +     |                               |       |                          |
| <i>nhr-12</i>  | (Arda et al. 2010)                  | +        | +     | +        | +     | -        | +     |                               |       |                          |
| <i>nhr-28</i>  | (Arda et al. 2010)                  |          |       |          |       | -        | +     |                               |       |                          |
| <i>nhr-49</i>  | (Taubert et al. 2006)               | -        | -     | -        | -     | -        | -     | -                             | -     | No fluorescence          |
| <i>nhr-64</i>  | (Taubert et al. 2006)               | -        | +     | -        | +     | -        | +     |                               |       |                          |
| <i>nhr-69</i>  | (Arda et al. 2010)                  | -        | +     | -        | +     | -        | +     |                               |       |                          |
| <i>nhr-86</i>  | (Arda et al. 2010)                  | -        | -     | -        | +     | -        | +     |                               |       |                          |
| <i>nhr-97</i>  | ST unpubl.                          | -        | +     | -        | +     | -        | +     |                               |       |                          |
| <i>nhr-112</i> | (Arda et al. 2010)                  |          |       |          |       | -        | +     |                               |       |                          |
| <i>nhr-114</i> | (Arda et al. 2010)                  |          |       |          |       | +        | +     | +                             | +     | ↑ nucl. signal in -tBOOH |
| <i>nhr-138</i> | (Reece-Hoyes et al. 2013)           |          |       |          |       | -        | +     |                               |       |                          |
| <i>nhr-273</i> | (Arda et al. 2010)                  |          |       |          |       | -        | +     |                               |       |                          |
| <i>npax-2</i>  | (Arda et al. 2010)                  | -        | +     | -        | +     | -        | +     |                               |       |                          |
| <i>hlh-8</i>   | (Arda et al. 2010)                  | -        | -     | -        | +     | -        | +     |                               |       |                          |
| <i>ztf-2</i>   | (Arda et al. 2010)                  | -        | +     | -        | +     | -        | +     |                               |       |                          |
| <i>sbp-1</i>   | (Yang et al. 2006)                  |          |       | -        | +     | -        | +     | -                             | +     |                          |

Synchronized L1 stage worms were transferred to RNAi plates, allowed to grow to the young adult stage, and scored for fluorescence (control condition). 10-15 transgenic worms (assessed by transgenic Roller marker) were then transferred to

NGM-lite plates containing 10 mM tBOOH, exposed for 3 hours, and scored for fluorescence (tBOOH condition). Fluorescence was assessed using a Leica M205 FA fluorescence stereo microscope, and scored manually as low (-), high (+), or very high (++). For some RNAi clones, images were acquired using mounted worms and an inverted microscope.

**Table S2. List of transcription factor candidates that bind the *fmo-2* promoter (according to modENCODE ChIP-seq data) and were tested in the RNAi screen, and screen results.**

|               | Control   |            | 10mM tBOOH<br>(3 hrs) |            | Fasted<br>(12 hrs) |            |
|---------------|-----------|------------|-----------------------|------------|--------------------|------------|
| RNAi          | Intestine | Hypodermis | Intestine             | Hypodermis | Intestine          | Hypodermis |
| <i>alr-1</i>  | -         | -          | -                     | -          | -                  | -          |
| <i>mdl-1</i>  | ↑↑        | -          | -                     | ↓          | -                  | ↓          |
| <i>pqm-1</i>  | --        | -          | -                     | -          | -                  | -          |
| <i>pha-4</i>  | ↑↑↑       | --         | ---                   | --         | -                  | -          |
| <i>eor-1</i>  | ↓-        | -          | -                     | ↓          | -                  | -          |
| <i>blmp-1</i> | ↑--       | ↓--        | ↓--                   | ↓--        | ---                | ---        |
| <i>elt-3</i>  | ↑-        | --         | --                    | ↓-         | ↓-                 | ↓-         |

In each experiment, 30 or more animals per treatment group were assessed; arrows and dashes indicate whether GFP signals were significantly increased (↑), decreased (↓), or unchanged (-) by treatment with the indicated RNAi compared negative control (L4440). Chi-squared distribution tests were used to determine whether differences between negative control (L4440) treated and transcription factor RNAi groups were statistically significant, i.e.  $p < 0.05$ .

How the deposited data were processed for this re-analysis (not part of the article)

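RNA-seq libraries of wild-type (N2) and *nhr-49*(*nr2041*) L4 worms, untreated or after 4 hr in 7.5 mM tBOOH, were analysed as 4 conditions with 2 libraries each. The labels number the replicates 1 and 3. Samples were grouped by the genotype and treatment of their labels alone. The authors aligned reads to ce10, counted them on gene symbols, and deposited integer counts. The authors also deposited signal values for each gene, which they made by dividing each count by the library total times its TMM factor, in CPM, for genes with CPM above 1 in at least 2 libraries. The annotation used here for gene identifiers, chromosomes and overlaps is WBcel235, which is another build, so no coordinates are given. Symbols absent from it, such as Y46E12BR.1 and *sodh-1*, are given without an identifier.

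Totals ranged from 2157766 to 5852727 counts per library, so that 3 counts, used as the floor, stand for 0.508 to 1.55 CPM. Ribosomal RNA made up 0.357% to 3.17% of the counts. Where every library of a group was at or under the floor, folds are lower bounds computed against it.

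Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. TMM factors were computed over all genes, and genes with CPM above 1 in at least 2 libraries were kept. The exact test of edgeR used one dispersion per gene from all 8 libraries, and genes were called at an adjusted p under 0.05 (Benjamini-Hochberg). Induced genes also had a log2 fold change above 2. A gene was counted as dependent on *nhr-49* when it was induced in wild-type, was not called with tBOOH in *nhr-49*, had a log2 fold change larger by more than 1 in wild-type, and did not differ between untreated genotypes. The same rule with the genotypes exchanged is called the mirror rule. The genotype-by-treatment interaction was tested with the quasi-likelihood test of edgeR, with 4 residual and 4.61 prior degrees of freedom. Gene families, defined by symbol prefix, were tested with camera (correlation 0.01) and fry of limma. The methods were tested on simulated data, in which the quasi-likelihood interaction called 31 of 100 genes raised 8-fold in one genotype and 0 of 13726 others.

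Named genes are those the paper names for these responses, and, for each comparison and list, the 5 with the largest fitted fold change among genes past the thresholds whose groups do not overlap and which have at least 20 counts in each library of the higher group. Alternatives set before the data were examined were the quasi-likelihood test, the likelihood ratio test, DESeq2, RLE normalization, no filter or at least 10 counts in 2 libraries, dispersions from the 4 libraries compared, a replicate block, thinning to the smallest total, a prior count of 2, and leaving out each replicate. One common dispersion for all genes was added after the data were seen. With 2 libraries per group, leaving one replicate out gives fold changes without a test. Published gene sets overlapped in Table S5, and *ubc-2*, whose symbol was not found in the counts, were not analysed here. *act-1* had 0 counts in all 8 libraries and was not kept. The paper used *act-1* to normalize its qPCR, so 0 counts on a symbol in every library need not mean no expression.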

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

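The tests by replicate of the gene families and of the mirror rule, the simulations with equal induction, and the readings of depth and scaling for the lower genes were chosen only after the result was seen. The simulations were run in 3 versions, and the criterion that reads them was changed as well after their outcomes were seen.

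The median log2 difference in tBOOH response between *nhr-49* and wild-type was 0.96 for collagens, 0.61 for major sperm proteins, 0.88 for glutathione S-transferases, 0.87 for heat shock proteins, 0.60 for ribosomal proteins, and -0.25 for fatty acid metabolism genes. These were picked out because camera gave each an adjusted p under 0.05 for the interaction (from 8.34e-19 to 0.04, Benjamini-Hochberg over 48 family and contrast pairs). Under fry none of the 6 was called, with adjusted p from 0.0744 to 0.874. If the state of the *nhr-49* worms of replicate 3 were the cause, replicate 1 alone should show no shift. Replicate 1 alone gave 1.20 for collagens, 0.49 for glutathione S-transferases, 0.57 for ribosomal proteins and -0.32 for fatty acid metabolism, all outside the range of random gene lists, which argues against it for these 4 families. For major sperm proteins (0.078) and heat shock proteins (0.22) replicate 1 lay within that range. Replicate 3 alone gave 1.09 for major sperm proteins, so replicate 3 remains a candidate explanation there. It gave 0.58 for heat shock proteins, at percentile 97.1 of random gene lists. Neither replicate alone reached the 0.87 of both together, so for heat shock proteins this explanation cannot be told apart. Genotype, depth and developmental stage stay open for all 6.

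*tag-38* was picked out because its interaction had an adjusted p of 0.00323 over the list of 250 genes alone, a list chosen on these samples. Its log2 interaction was -3.65. Over all genes the adjusted p was 0.185. Its counts were 18 and 27 in untreated and 269 and 171 in treated wild-type worms, and 587, 1073, 1043 and 1070 in *nhr-49* worms. In untreated worms it was thus higher in *nhr-49*, by a log2 difference of 6.22. It is 1 of the 24 induced genes higher in treated *nhr-49*, without an induction there. No technical explanation was tested for this gene, and a strain variant stays open.

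For 2 genes induced in wild-type, both treated *nhr-49* libraries lay under both untreated ones, *tag-38* and F55G1.7. The opposite direction itself was not tested, and both were named after their values were seen. The interaction of F55G1.7 had an unadjusted p of 0.0154 in the quasi-likelihood test of edgeR and an adjusted p of 1 over all genes. F55G1.7 had 4, 4, 40 and 19 counts in wild-type and 5, 7, 11 and 9 in *nhr-49*, and chance gives such a separation to 16.7% of genes in one direction. No biological explanation was tested.

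The mirror rule returned 103 genes, induced in *nhr-49* and not called in wild-type. It was picked out because the paper gives no number for this direction. The paper's discussion describes genes weakly induced in wild-type and hyperactivated in *nhr-49*, and whether these are the same genes was not examined. The 103 are 42.7% of the 241 genes induced in *nhr-49*. Data simulated with equal induction in both genotypes reached at most 28.2%, or 38.4% with dispersions estimated for each genotype, and the number of genes ran from 45 to 67 in the former and from 94 to 136 in the latter. A first version that kept every fitted effect reached 36.1%, with 91 to 123 genes. The share thus argues against equal induction in all 3 versions, but the number only in that with 45 to 67, so equal induction cannot be told apart from a larger response in *nhr-49*. Genes chosen for a larger response in replicate 1 had a median difference of 0.438 in replicate 3, against at most 0.322 in simulated data. Those chosen in replicate 3 had one of 0.254 in replicate 1, against at most 0.246 (mean 0.139, SD 0.0743), a margin smaller than the simulated spread, so a difference confined to replicate 3 cannot be told apart from one in both replicates.

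In tBOOH-treated wild-type worms 248 genes were lower by more than 2 log2 units, in a direction the paper does not analyse. The quasi-likelihood test gave 81 such genes, dispersions from the 4 libraries compared 356, and one common dispersion 359. The other alternatives gave 211 to 253. A difference confined to one replicate would leave the other near 0, but genes chosen on one replicate had a median of at most -1.29 in the other, which argues against it. With all libraries thinned to the smallest total 211 genes passed, which argues against depth as the whole cause. With RLE normalization 253 passed, but it moves all genes too little to test scaling. Scaling moves all genes of a library alike. The median log2 fold change over all genes was 0.0535, and 183 genes were higher by more than 2 log2 units. Normalization holds that median near 0, so it cannot test scaling. The 248 genes were lower relative to it, which a shift of all genes alike would not produce. Whether all genes shifted cannot be told apart. A biological response to tBOOH stays open as a hypothesis. Among genes with at least 20 counts in each untreated library, the largest fitted decreases were those of H25K10.1, *pgp-1*, K09C4.5, Y48E1B.8, and *lbp-8*.

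In untreated worms 97 genes were higher by more than 2 log2 units in *nhr-49* than in wild-type, outside the genes the paper discusses. Genes chosen in replicate 3 had a median log2 ratio of 1.11 in replicate 1, which argues against a difference confined to replicate 3. Of the 90 on a named chromosome, 22.2% were on chromosome I, which carries *nhr-49*, against 16.4% of all genes (Fisher's exact test, two-sided, p = 0.152, adjusted p = 0.182), so a strain variant near *nhr-49* cannot be told apart from other explanations. Chromosome V held 44.4% of them against 20.1% of all genes (adjusted p = 1.01e-06). T15D6.8, *glct-3*, and ZK218.5 had 0 counts in all 4 wild-type libraries. The count of 97 fell to 16 in the quasi-likelihood test and to 43 with a replicate block in that test. It ran from 78 with thinned libraries to 145 with one common dispersion under the other alternatives. The chromosome shares were computed on the list of 97.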

How the results depend on the processing

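The test by one common dispersion was chosen only after the result was seen.

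RLE normalization and at least 10 counts in 2 libraries kept each count within 1.5 times its value. With the quasi-likelihood test, 82 genes were induced in wild-type and 99 in *nhr-49*, 53 of the former were also called in *nhr-49*, 2 differed without tBOOH, 19 were called dependent (8 of the 53) and 31 by the mirror rule. In treated worms it called 12 genes lower and 39 higher in *nhr-49*, of which 2 and 5 were induced in wild-type, and thus 5 higher by the definition used here. With a replicate block in that test, these counts, without the genes also called in *nhr-49*, were 118, 151, 6 different without tBOOH, 24, 52, 35, 127, 6, 10, and 10. The correlations between conditions of the replicate differences lay between -0.0374 and 0.32, and all these counts were higher with the block than without it in the same test. Thinning all libraries to the smallest total gave 120 induced in wild-type, 27 dependent (11 of the 53), 62 by the mirror rule, 34 lower and 145 higher in treated *nhr-49*, of which 4 and 10 were induced in wild-type, and 10 higher by that definition.

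Dispersions from the 4 libraries compared gave 154 genes induced in *nhr-49*, 102 dependent and 30 by the mirror rule. DESeq2 gave 27 dependent genes, 24 of them among the 53. One common dispersion gave 20 genes different without tBOOH and 416 higher in treated *nhr-49*. For the interaction, the likelihood ratio test called 5 smaller and 6 larger responses, DESeq2 6 and 10, and no filter on low counts 16 and 97, against 0 and 0 (523 genes at an unadjusted p under 0.05). On simulated data the first 2 each called 62 of 100 genes raised 8-fold in one genotype, and 34 and 25 of 13726 others. The quasi-likelihood interaction called 31 of those 100 and 0 of the others. Of the 24 family calls of camera, fry made 2. The median log2 fold change in *nhr-49* was 1.67 and 1.82 for genes chosen on replicate 1 and 3 of wild-type alone, and ran from 2.36 to 3.03 across the fits that each left out one replicate. The cause was not tested for any of these changes. Among single genes, the quasi-likelihood test made 28 results weaker, the block 8, and DESeq2 1 weaker and 3 stronger, and 13 and 23 fold changes moved without replicate 1 and without replicate 3. No test reversed a result. Of the fold changes, 3 changed sign: *dhs-18* in *nhr-49* (0.07 without replicate 3), *nhr-49* in *nhr-49* (-0.38 without replicate 1) and *ptps-1* between untreated genotypes (-0.41 without replicate 3).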

Differences from the paper's values

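The test by one common dispersion was chosen only after the result was seen.

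Of the genes induced in wild-type, 13 differed between untreated genotypes with an adjusted p under 0.05, against the paper's 21 in Table S4, where its own column gives 20. Among the alternatives set before the data were examined, DESeq2 (15), at least 10 counts in 2 libraries (14) and dispersions from the 4 libraries compared (14) came within 1.5 times the paper's value. The quasi-likelihood test (2), RLE normalization (13), no filter (10), the replicate block (6) and thinned libraries (12) did not.

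With one common dispersion for all genes, chosen after seeing the values, 20 genes differed between untreated genotypes, and 250 genes were induced in wild-type, the same 250 genes as in the paper's Table S4. Under it 133 were also called in *nhr-49* and 75 were dependent, which are the paper's values, and the log2 fold changes differed from those of Table S4 by at most 5e-06. With gene-wise dispersions these counts were 183, 107 and 53.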

Other observations

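The simulations with equal induction, the tests of scaling, mislabelling and the untreated genotypes, and the simulated power of the interaction were chosen only after the result was seen. An earlier power test, with 31 of 100 genes called, was replaced by the one given here, and the reading of the test of selection on the wild-type libraries was made stricter after its values were seen. Earlier tests of scaling (-0.028) and of the untreated genotypes (0.38) were replaced, because normalization fixed the former and the choice of genes raised the latter.

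The 53 genes called dependent on *nhr-49* are 29.0% of the 183 induced in wild-type. With equal induction in both genotypes, simulated data reached 29.4%, and 21.3% with dispersions estimated for each genotype, while a first version that kept every fitted effect reached 36.5%. All 3 versions produced more induced genes than the 183 observed, with means of 261, 228 and 334. Equal induction therefore cannot be told apart from dependence for this list as a whole, because the versions differ. At least 125 of the 183 genes were still called in wild-type libraries thinned to the *nhr-49* totals, against 107 in *nhr-49*, but the genes were chosen in these wild-type libraries, which raises the 125, so lower depth cannot be told apart either. Genes chosen for a smaller induction in *nhr-49* in one replicate had median differences of 0.54 and 0.57 in the other, above the 0.39 that simulated data with equal induction reached at most. For such genes noise of one replicate alone is thus unlikely. The smaller median of the induced genes in *nhr-49* could also come from choosing them on wild-type libraries. Genes chosen on replicate 1 of wild-type had a median higher by 0.28 in the other wild-type replicate than in *nhr-49*, and those chosen on replicate 3 one of -0.12, so this cannot be told apart.

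The quasi-likelihood test of the interaction called none of the 53 genes. The likelihood ratio test, DESeq2 and the fit with no filter on low counts each called 1 of the 53, with a smaller response in *nhr-49*. In 10 data sets simulated at the fitted means of the 53 genes, the median number called by the quasi-likelihood test was 0.5. Of these genes, 13 to 22 had an unadjusted p under 0.05, against 14 observed. Data with equal induction gave 13 to 26 such genes, so the 14 do not favor dependence. The fitted means are those of genes already seen without a call, so this simulation cannot show whether 2 libraries per group are too few. The earlier power test called 31 of 100 genes raised 8-fold in one genotype, so differences of that size can be missed. Of the 68 genes called only under one common dispersion, all 68 had a gene-wise dispersion above it, but the way they were chosen fixes this outcome, so their source cannot be told apart.

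The 24 induced genes higher in treated *nhr-49* are 13.1% of the induced genes, above the 10.1%, 11.2% and 11.3% that the 3 versions of simulated data with equal induction reached at most, the last being the version that kept every fitted effect. Their number lay within the range of the former versions (15 to 24 and 17 to 28) and below that of the last (25 to 37), so equal induction cannot be told apart. A difference confined to replicate 3 is argued against by a median log2 difference of 1.05 in replicate 1 for genes chosen in replicate 3. The induced genes were also higher in untreated *nhr-49* than in untreated wild-type worms, by a median of 0.38 in replicate 1 and 0.61 in replicate 3, but they were chosen for low untreated wild-type values. Genes chosen as induced in replicate 3 of wild-type had a median log2 ratio of 0.02 in replicate 1, within random gene lists, and those chosen in replicate 1 one of 0.36 in replicate 3, above them, so a difference confined to replicate 3 remains a candidate explanation.

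Vitellogenin genes were lower in replicate 3 than in replicate 1 of *nhr-49*, by a median log2 ratio of -6.30 without and -4.52 with tBOOH. A list of 15 oocyte and eggshell genes written before the test was lower too, at -3.05 and -3.06, in line with an earlier developmental stage of these worms, which is a hypothesis. Wild-type worms shifted in the same direction by less, at -1.16 and -1.40 for vitellogenin genes and -0.36 and -0.42 for the list, so the shift is not confined to *nhr-49*. Scaling moves all genes of a library alike and would leave vitellogenin genes at the median of all genes, but they lay below it by a log2 difference of at least -4.54, which argues against it. Libraries of another genotype would not be low in the genes far lower in *nhr-49* of replicate 1, whose median log2 ratio to wild-type in untreated replicate 3 was -3.68. This list holds only 8 genes, of which 5 were lower by more than 1 log2 unit in untreated replicate 3. With tBOOH 6 of the 8 were, and the median was -4.19.

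Other genes that the paper measured by qPCR in other samples had these values here. *gst-4*, which overlaps *dhs-12*, rose by 2.99 log2 units in wild-type and 4.86 in *nhr-49*, where it was lower without tBOOH, by a log2 difference of -2.46 (-0.59 with tBOOH, adjusted p = 0.867). *gcs-1* rose from 117 ± 7.09 to 381 ± 21.4 CPM in wild-type and from 132 ± 8.95 to 786 ± 111 CPM in *nhr-49* (SD, n = 2 each). *gst-6* changed by -0.73 log2 units in wild-type (adjusted p = 0.280, exact test of edgeR) and 0.28 in *nhr-49*. After tBOOH *gst-6* was higher in *nhr-49* by 1.58 (adjusted p = 0.00138 in the exact test, 0.0636 in the quasi-likelihood test). *ptps-1* changed by -1.15 in wild-type (adjusted p = 0.545, exact test) and 0.13 in *nhr-49*. K05B2.4 rose by 2.43 in wild-type and 2.80 in *nhr-49*, *icl-1* by 1.60 (adjusted p = 0.0971) and 2.14, and ZK550.6 by 2.07 and 1.22 (adjusted p = 0.076). *dhs-18* changed by 0.33 and -1.02 (0.07 in replicate 1 alone; adjusted p = 0.807 and 0.616), and its log2 difference between *nhr-49* and wild-type was -3.16 without and -4.52 with tBOOH. K05B2.4 had 2 and 4 counts in untreated *nhr-49*, and its rise there had an adjusted p of 0.00526 (exact test) and 0.0551 (quasi-likelihood test). Its log2 difference between *nhr-49* and wild-type was -1.39 without and -1.02 with tBOOH. These were -1.99 and -1.45 for *icl-1*, and -0.87 and -1.72 for ZK550.6. Only the last was called in the exact test (adjusted p = 0.00133, and 0.0781 in the quasi-likelihood test). The *nhr-49* gene itself changed by 0.69 in wild-type (adjusted p = 0.347). *acs-2* and *fat-7* were at least 41.6- and 37.2-fold lower in untreated *nhr-49* worms.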
